# Identification of DUSP4/6 overexpression as a potential rheostat to NRAS-induced hepatocarcinogenesis

**DOI:** 10.1186/s12885-023-11577-9

**Published:** 2023-11-09

**Authors:** Sophie Klemm, Katja Evert, Kirsten Utpatel, Alexandra Muggli, Maria M. Simile, Xin Chen, Matthias Evert, Diego F. Calvisi, Alexander Scheiter

**Keywords:** Hepatocellular carcinoma, Cholangiocarcinoma, NRAS, DUSP4, CD133, MAPK pathway

## Abstract

**Background:**

Upregulation of the mitogen-activated protein kinase (MAPK) cascade is common in hepatocellular carcinoma (HCC). Neuroblastoma RAS viral oncogene homolog (*NRAS*) is mutated in a small percentage of HCC and is hitherto considered insufficient for hepatocarcinogenesis. We aimed to characterize the process of N-Ras-dependent carcinogenesis in the liver and to identify potential therapeutic vulnerabilities.

**Methods:**

*NRAS* V12 plasmid was delivered into the mouse liver via hydrodynamic tail vein injection (HTVI). The resulting tumours, preneoplastic lesions, and normal tissue were characterized by NanoString® gene expression analysis, Western Blot, and Immunohistochemistry (IHC). The results were further confirmed by in vitro analyses of HCC cell lines.

**Results:**

HTVI with *NRAS* V12 plasmid resulted in the gradual formation of preneoplastic and neoplastic lesions in the liver three months post-injection. These lesions mostly showed characteristics of HCC, with some exceptions of spindle cell/ cholangiocellular differentiation. Progressive upregulation of the RAS/RAF/MEK/ERK signalling was detectable in the lesions by Western Blot and IHC. NanoString® gene expression analysis of preneoplastic and tumorous tissue revealed a gradual overexpression of the cancer stem cell marker CD133 and Dual Specificity Phosphatases 4 and 6 (DUSP4/6). In vitro, transfection of HCC cell lines with *NRAS* V12 plasmid resulted in a coherent upregulation of DUSP4 and DUSP6. Paradoxically, this upregulation in PLC/PRF/5 cells was accompanied by a downregulation of phosphorylated extracellular-signal-regulated kinase (pERK), suggesting an overshooting compensation. Silencing of DUSP4 and DUSP6 increased proliferation in HCC cell lines.

**Conclusions:**

Contrary to prior assumptions, the G12V *NRAS* mutant form is sufficient to elicit hepatocarcinogenesis in the mouse. Furthermore, the upregulation of the MAPK cascade was paralleled by the overexpression of DUSP4, DUSP6, and CD133 in vivo and in vitro. Therefore, DUSP4 and DUSP6 might fine-tune the excessive MAPK activation, a mechanism that can potentially be harnessed therapeutically.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12885-023-11577-9.

## Background

Primary liver cancer is the third leading cause of cancer-related deaths worldwide. It comprises both hepatocellular carcinoma (HCC) (~ 80% of cases) and intrahepatic cholangiocarcinoma (iCCA; ~ 15%), as well as other rare cancer types [1]. Both entities are often detected late, have a dismal prognosis, and have limited systemic treatment options [2, 3]. HCC and iCCA are molecularly very distinct entities: while in iCCA, driver mutations in oncogenes, including Kirsten rat sarcoma virus (*KRAS*), are frequently reported [4], in HCC *RAS* and rapidly accelerated fibrosarcoma (*RAF)* mutations occur only in a subfraction of less than 5 percent of cases [5]. Nonetheless, the activation of the RAS/MEK/ERK signalling cascade plays a pivotal role in HCC, given that it is often found to be strongly activated [6, 7]. In addition, the increased expression of RAS, Mitogen-activated protein kinase kinase (MEK), and ERK confers a dismal prognosis in HCC patients [8]. Mechanistically, indirect modalities of activation have been defined, which comprise the upregulation of positive modulators of RAS (such as guanine nucleotide exchange factor [9]) and the downregulation of RAS repressors (GTPase-activating proteins, Sprouty, etc. [10]). Moreover, paracrine stimulation by the hepatocyte growth factor (HGF), the c-Met ligand, represents another mode of RAS signalling activation [11]. The contribution of the RAS/MEK/ERK pathway to hepatocarcinogenesis has been studied extensively using the hydrodynamic tail vein injection (HTVI) technique. Surprisingly, the administration of mutated Ras homologues alone was insufficient to elicit tumorigenesis in the liver of immune-competent mice. This event was attributed to the induction of senescence and CD4^+^ T-cell-mediated clearing of pre-malignant hepatocytes by *NRAS*^G12V^ [12]. However, Ho et al. [13] demonstrated that adding myristoylated AKT to *NRAS*^G12V^ resulted in strong cooperativity and the development of HCC with a latency of only 4 weeks. Other studies have since confirmed the requirement of such cooperativity with observed tumorigenesis in *HRAS* + *MYC* [14], *RAS* + *Bmi1* [15], *NRAS* + *∆N90-β-catenin* co-injection models [5]. In one report, a weak hepatocarcinogenesis with the appearance of HCC by 5 months was also reported following the administration of HRAS^G12V^ alone, which the author attributed to this particular RAS isoform [16]. Of note, the authors did not find signs of senescence in this model.

The current work was originally aimed at examining the effect of *Rassf1a* knockout on *NRAS*-induced carcinogenesis. *RASSF1A* is considered a negative feedback regulator of *RAS* [17]. *RASSF1A* has been implied as a critical tumour suppressor in human hepatocarcinogenesis, where hypermethylation and inactivation of this gene frequently occur [18]. In accordance with our previous study, which did not show cooperativity with activating *PIK3CA* mutations [19], we could not find an increase in tumorigenesis resulting from *NRAS*^G12V^ injections. Despite this, we were intrigued by the observation that the injection of *NRAS*^G12V^ alone was sufficient to induce liver tumours (both in *Rassf1a* wildtype and knockout mice) after a latency as short as 3 months. Consequently, the previously described mechanisms of senescence inductions are insufficient to inhibit tumorigenesis in our model, and the unique opportunity of studying the oncogenesis of predominantly RAS/MAPK-driven HCC unfolded.

Of particular interest was the concomitant upregulation of the dual specificity phosphatases 4 and 6 (DUSP4 and 6), whose inactivation has recently emerged as digenic synthetic lethal targets in *NRAS* and *BRAF* mutant melanoma cell lines acting through ERK hyperactivation [20]. DUSP proteins can dephosphorylate and inactivate ERK1/2 proteins and are involved in the negative regulation of RAS/MAPK signalling [21, 22]. Of note, it has previously been hypothesized that DUSPs can restrain excessive RAS signalling, support oncogenic transformation, and counteract the induction of senescence [21, 23, 24]. Moreover, the strong upregulation of the cancer stem cell marker CD133 was determined as a defining feature already at an early time point of *RAS*-dependent hepatocarcinogenesis. This protein has recently been implicated in remedying defects in proliferative signalling [25]. Cell culture experiments unveiled a clear transcriptional dependence of the latter genes on RAS hyperactivation, and upregulation of DUSP4, DUSP6, and CD133 was confirmed both in HCC and CCA cell lines. Thus, novel features of *RAS* dependent-oncogenesis were uncovered, potentially representing therapeutic targets in the important oncological paradigm of *RAS*-dependent cancers.

## Methods

### Constructs and reagents

The original pT/Caggs-V12Nras [26] had been cloned into the pT3 backbone to generate pT3-CAGGS-NRasV12 [27]. pT3-CAGGS-NRasV12 was applied with pPGK-SB13 for HTVI as described previously [27]. The pT3-CAGGS-NRasV12 vector was furthermore used for the transfection of HCC cell lines. pT3-EF1α constituted the empty vector (EV) control. The control group's data have been published previously [19]. Purification of the plasmids was performed with the Endotoxin-free Maxi Prep Kit (Sigma-Aldrich, St.Louis, MO).

### Mouse breeding and genotyping

A *Rassf1a* KO founder breeding pair was kindly provided by Dr. Louise van der Weyden (Wellcome Trust Sanger Institute, Research Support Facility, Hinxton, Cambridge, CB10 1SA, UK). Note that the genetic background of *Rassf1a* WT and KO mice was C57BL/6 J x 129 Sv. As previously described [19], the control group of *Rassf1a* WT mice was generated by crossing *Rassf1a* KO mice with C57BL/6 J mice purchased from Charles River Laboratories (Sandhofer Weg, 97,633 Sulzfeld, Germany). Breeding conditions and PCR verification were identical to our report of *Rassf1a* KO with *PIK3CA* injections [19].

### Hydrodynamic injections and tissue collection

We followed exactly the previously described protocol [19]. Mice with an age of 6–8 weeks were subjected to HTVI. The experimental groups comprised: untreated, 1 × phosphate-buffered saline (PBS), empty vector (EV), and pT/Caggs-V12Nras co-injected with pPGK-SB13 in a ratio of 25 to 1 in a total volume of 2 ml 0.9% sodium chloride. The total volume was injected into the lateral tail vein within 5 to 7 s, resulting in temporal right-sided heart failure and increased hydrodynamic pressure in the hepatic veins. The distribution of mice per group is summarized in Supplementary Table 1.

The quality of the injection was defined by the following criteria, which led to the exclusion of the respective mice from further analysis: less than 2 ml of total injection and subsequent unusual behaviour lacking the expected reduction in the movement for at least 60 min. Termination criteria were palpable masses (equivalent to a tumour diameter of about 4 cm), respiratory distress, and lethargy. Animals were euthanized by cervical dislocation, subjected to a standardized autopsy protocol, and livers were photo-documented. Animal breeding and animal experiments were in accordance with protocols by the Mecklenburg-Western Pomeranian federal institution “Landesamt für Landwirtschaft, Lebensmittelsicherheit und Fischerei (LALLF) Mecklenburg-Vorpommern” (protocol number/Aktenzeichen: 7221.3–1.1–052/12).

### Cell culture and in vitro experiments

The human HCC cell lines PLC/PRF/5, HLE, HLF, Snu182, Snu387, Snu449, Hep3b, SK-HEP1, MHCC97-L, HuH6, as well as the human hepatoblastoma cell line Hep-G2 and the human cholangiocarcinoma cell lines KKU-M055, KKU-100, KKU213, HuCC-A1, CC-LP-1, OZ, RBE, SG231, TKKK, and YSCCC were cultured in 5% CO_2_ at 37 °C in a humidified incubator. Cell lines were purchased from ATCC (Manassas, Virginia, USA). Cells were grown in Dulbecco’s modified Eagle medium (Gibco, Grand Island, NY) or RPMI 1640 Medium (Gibco) supplemented with 5% fetal bovine serum (Gibco), 100 mg/mL streptomycin, and 100 U/mL penicillin, 1% 1 M HEPES Buffer (Gibco), 1% 100 mM sodium pyruvate (Gibco) and 1% GlutaMAX™ (Gibco).

The AKT/NRAS cell line was derived from a murine HCC that developed after HTVI of myristoylated AKT^flox/flox^ and *NRAS*^G12V^ [27]. Transfection of Cre recombinase resulted in the AKT Cre/NRAS cell line, which was driven solely by the *NRAS*^G12V^ oncogene, while AKT was depleted. These cells were maintained in Dulbecco’s modified Eagle medium (Gibco, Grand Island, NY).

For DUSP4 silencing, we seeded cells at a density of 4 × 10^5^ cells in 2 ml of medium per well in 6 well plates. Cells were transfected either with DUSP4 and NEG siPOOL (Catalogue numbers: Dusp4-m-002 and N000-c1-059; siTOOLs Biotech GmbH, Planegg, Germany) using Lipofectamine® RNAiMAX (Thermo Fisher Inc). Lipofectamine and siRNA were diluted and combined in OptiMEM® Reduced Serum Medium (Thermo Fisher Inc.). After an incubation period of 48 h, the transfection was repeated. Subsequently, the cells were harvested after an additional 24 h of incubation with cell scrapers. Cells were pelleted by centrifugation (300 g, 5 min). These pellets were used for further downstream analyses.

For transfections, cells were inspected for viability and confluency of about 70–80% and seeded at a density of 4 × 10^5^ cells in 2 mL of medium per well in a 6-well plate. Cells were transfected with pT3-CAGGS-NRasV12 or empty pT3 vector the following day using Lipofectamine® 2000. Lipofectamine and vectors were diluted in OptiMEM® Reduced Serum Medium and combined. Medium in the wells was discarded, and cells were washed with 1xPBS before the addition of the transfection medium. Cells were harvested and pelleted by centrifugation after 48 h incubation using cell scrapers.

For MEK-inhibition experiments, trametinib (Selleck Chemicals GmbH, Berlin, Germany) and mirdametinib (Selleck Chemicals GmbH) were applied. Cells were seeded in 6 well plates at a density of 3–5 × 10^5^ cells in 2 mL medium per well. The control group was treated with DMSO (concentration matching the highest inhibitor concentration as all inhibitors were dissolved in DMSO). After incubation for 24 h at the indicated concentrations, cells were harvested, and cell pellets were obtained.

TPA (12-O-Tetradecanoylphorbol-13-acetate; P1585, Sigma-Aldrich), a phorbol ester, which induces pERK1/2 via the protein kinase C (PKC) [28], was administered to the medium in concentrations from 0.5 – 2 µM for (30 and) 60 min. The dimethyl sulfoxide (DMSO) control was matched to the highest concentration of TPA applied. The displayed data is representative of at least 2 technical replicates in a minimum of 2 biological repeats for all performed experiments. The data of these replicates and repeats are shown in Figure S7 with the designation of the corresponding figures in the main manuscript.

In addition, cell viability assays using the xCELLigence® real-time cell analysis dual plate (RTCA DP) device (OLS OMNI Life Science GmbH & Co KG; Bremen, Germany) were carried out. For impedance-based real-time cell index measurement, cells were grown on E-Plate 16 PET (Agilent Technologies, Inc.). The interval for measurement sweeps was set to 15 min. ~ 5000 cells suspended in a total volume of 150 µl of growth medium were seeded in each well. After 24 h siRNA against DUSP4, 6, the combination of both or SCR was added equivalent to the protocol described above. Afterward, we acquired the measurement for up to 72 h. Raw data were analyzed with the RTCA software (OLS OMNI Life Science GmbH & Co KG). The data were normalized to the timepoint of inhibitor addition.

### NanoString® and statistical methods

Total RNA was extracted from 4 samples from each group: empty vector (EV), normal-appearing tissue in *NRAS* injected mice (NT), and the matched tumorous tissue (T). The concentration was measured on a DeNovix® DS-11 FX + und NanoDrop® ND-1000 (DeNovix Inc., Wilmington, USA), and RIN^e^ values were obtained on a 200 TapeStation (Agilent, Santa Clara, USA). The 12 mouse RNA samples that were used for further analyses had RIN^e^ values between 7.1 and 9.9 and were adjusted to a concentration of 100 ng/5 µl. Gene expression analysis was conducted using the nCounter® Mouse PanCancer Pathways Panel, which comprises 770 genes from 13 cancer-associated canonical pathways (NanoString, Seattle, USA).

Total RNA from DUSP4 silencing experiments in AKT/NRAS and AKT Cre/NRAS was analyzed in 3 biological replicates each (SCR vs. DUSP4 siRNA) with the nCounter® Mouse PanCancer Pathways Panel. Following the manufacturer’s instructions, 100 ng of total RNA was hybridized overnight with the reporter and capture code set at 65 °C. Excess probes were washed off using a two-step magnetic bead-based purification on the nCounter Prep station (NanoString Technologies). Elution from the beads, immobilization on a cartridge, and subsequent alignment followed. Data were collected using the nCounter Analyzer (NanoString Technologies) at 555 fields of view (FOV) through epifluorescence microscopy and CCD image acquisition.

Data were analysed with the nSolver™ analysis software Version 4.0 (NanoString Technologies). We ascertained that all samples passed quality control in the software. The nCounter Advanced Analysis 2.0 plug-in (NanoString Technologies) was employed for further analysis and hypothesis generation. We selected automated normalization by choosing those genes that minimize the pairwise variation statistics. For visualization, unsupervised clustering was chosen to generate a heatmap based on the normalized data counts of individual mRNAs. Differential expression was displayed as a volcano plot with individual genes’ − log10 (p-value) and log2 fold change compared to the control group. For differential expression analyses, *p*-value adjustments with the Benjamini-Yekutieli method were selected.

The nSolver path view module was employed to display the undirected global significance score of the included Kyoto Encyclopaedia of Genes and Genomes (KEGG) gene as a heatmap [29]

### Histology and immunohistochemistry, Protein isolation and Western blotting, Nucleic acid extraction and quantitative reverse transcription real-time polymerase chain reaction (qRT-PCR)

Please refer to the supplementary methods section for an overview of these techniques.

## Results

### NRAS^G12V^ induces hepatocarcinogenesis with robust upregulation of canonical effectors

Upon HTVI of *NRAS*^G12V^, macroscopic hepatic tumours were detected as early as 3 months after the injection in the *Rassf1a* wildtype (WT) group, while the first grossly visible tumours were detected at the 6 months time point in *Rassf1a* knockout (KO) mice. Overall, 22 out of 60 (36.7%) mice developed grossly discernible tumours in the WT group, similar to 23 out of 62 (37.1%) mice in the KO group (Fig. 1b). Histologically, preneoplastic lesions (see definition below) were detectable in 7 WT mice (11.7%) and 5 KO mice (8.1%). Evaluation of the incidence per time point also yielded similar results between WT and KO, as inferred from Fig. 1c. Several mice required euthanasia before the predetermined time point and are represented in the intervals 3–6, 6–9, and 9–12 months. The liver weight/ body weight ratio was used as a surrogate parameter for tumour burden; again, no apparent differences between KO and WT mice were observed (Fig. 1d). Overall, tumour latency was 3–6 months, after which most mice displayed macroscopic tumours. As reported previously, the control group, which comprised untreated, 1xPBS, and EV injected mice did not develop tumours in the WT group, while 1 tumour each was detectable at 9 and 18 months in the *Rassf1a* KO cohort [19]. Histologically, the *NRAS*-induced tumours mostly had a well-circumscribed margin with a solid (partly also pseudocystic) growth pattern. They comprised cells reminiscent of hepatocytes with limited to moderate cytological atypia. Nuclei were hyperchromatic, and the ratio of the nuclear-cytoplasmic ratio was increased. Occasionally, vacuolated tumour areas could be observed, which is indicative of lipid accumulation inside the cells, while being much less pronounced when compared to our phosphatidylinositol-4,5-bisphosphate 3-kinase catalytic subunit alpha (*PIK3CA*) injection model [19]. Often tumour cells had amorphous eosinophilic inclusion bodies. Some tumours also showed intravascular growth, although we did not detect metastases outside the liver by macroscopic and microscopic evaluation during the autopsy. A subset of tumours possessed a central fibrotic core, populated by a distinct tumour cell population growing in strands or a ductular to cribriform pattern. These tumour cells were weakly positive for cytokeratin 7, thus imparting a biliary phenotype, while showing reduced expression of CPS1, a hepatocyte-specific marker (Figure S1). Apart from tumours, we defined the category of preneoplastic lesions. This distinction was based on a morphological comparison: tumours displayed the occasional presence of necrosis, expansive growth with evident compression or more diffuse infiltration of surrounding tissue, and macroscopic correlation as well as more overt cytologic signs of malignancy compared with preneoplastic lesions. The size of preneoplastic lesions was defined as more than 0.2 and less than 0.5 cm. Examples are shown in Fig. 2a. *Rassf1a* WT and KO tumours were indistinguishable at the histological level. As discussed above, the observation that *NRAS*^G12V^ injections alone led to tumorigenesis was deemed highly interesting, since the previous assumption had been that it would elicit senescence and consecutive clearance of early preneoplastic foci by the immune system [12]. The resulting tumours offered the possibility to study exclusively *RAS*-dependent hepatic tumorigenesis, so we continued with an in-depth analysis of *NRAS*^G12V−^induced tumours in *Rassf1a* WT mice.

**Fig. 1:**
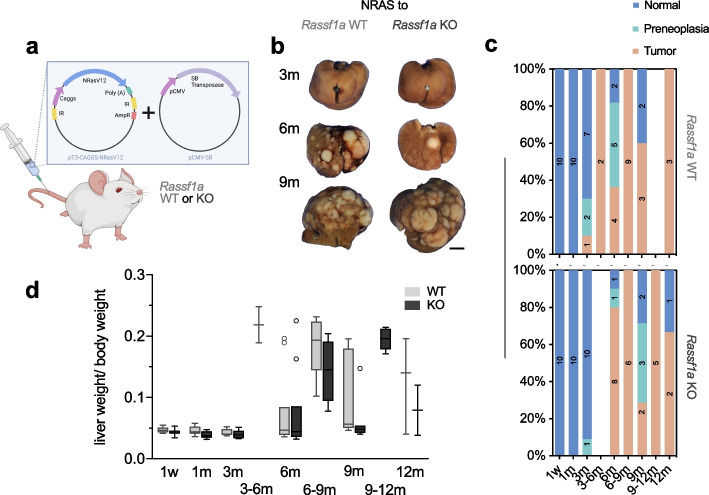
Hydrodynamic injection of *NRAS*^G12V^ in the mouse liver drives hepatocarcinogenesis (irrespective of *Rassf1a* genetic background). **a** Scheme of hydrodynamic injection into the tail vein with vector maps of the injected constructs. **b** Representative gross images of livers of *Rassf1a* WT mice injected with *NRAS*^G12V^ mutant forms at indicated time points. *Scale bar:* 0.5 cm. **c** Stacked bar charts visualizing the frequency of occurrence of neoplastic lesions *NRAS*^G12V^ injected *Rassf1a* WT and KO mice. **d** Comparison of the ratio of liver weight and body weight as surrogate for the tumour burden in *NRAS*^G12V^ injection groups sorted by *Rassf1a* background

**Fig. 2:**
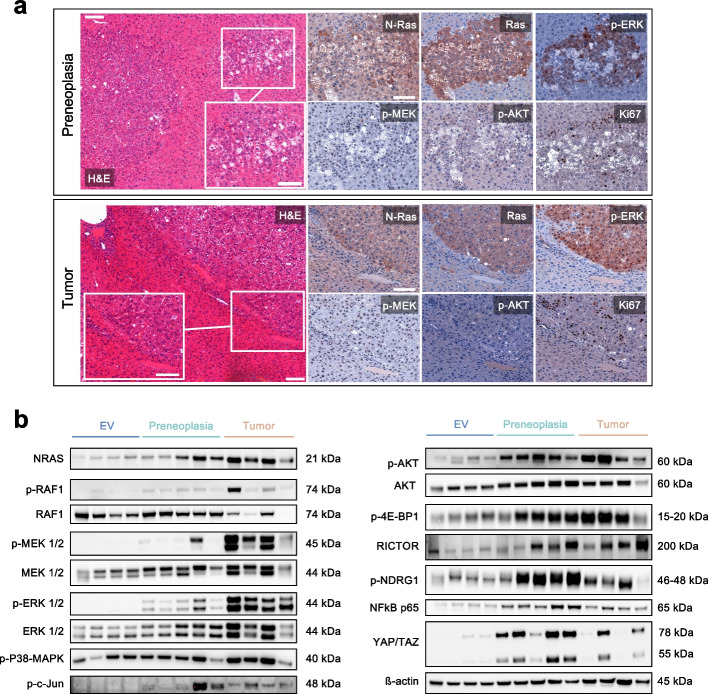
Histology and functional characterisation of *NRAS*^G12V^ dependent preneoplastic lesions and tumours. **a** Representative histological images two preneoplastic lesions (upper panel) and one tumour (lower panel) resulting from *NRAS*^G12V^ injections in *Rassf1a* WT mice. *Scale bar:* 100 µm / inset 50 µm. **b** Cropped Western blot analysis (full image of cut membrane that was hybridized with respective antibody in Figure S7) showing effective upregulation of NRAS and its effectors as well as the AKT/mTOR and Hippo pathways with increasing intensity in liver tissue containing preneoplastic lesions and tumours induced by *NRAS*^G12V^ injections as compared to empty vector (EV). Detailed interpretation: enhanced p-ERK cytoplasmic and nuclear positivity in comparison with the surrounding tissue; mitogen-activated protein kinase (MAPK) family member p38-MAPK with increased activation (i.e., phosphorylation) in the tumours, a potential explanation for the nuclear factor kappa B enhancer binding protein (NFκB) expression [30]; p–c-Jun more prominent in tumours, a possible effect of ERK activation that can stabilize c-Jun and increase c-Jun transcription through cAMP responsive element binding protein 1 (CREB1) and glycogen synthase kinase 3 (GSK3) [31]; p-AKT slightly upregulated by immunohistochemistry and Western blot analysis, while the corresponding levels of total AKT are increased. Note that p-S6rp and p-4EBP1 as downstream effectors of the PI3K-AKT-mTOR pathways were not apparently increased by immunohistochemistry (Figure S2). Yes1-associated transcriptional regulator (YAP) and transcriptional coactivator with PDZ-binding motif (TAZ) are elevated on the protein level. The major regulators of de novo lipogenesis Fatty acid synthase (FASN) and Stearoyl-CoA 9-desaturase 1 (SCD1) are upregulated

On immunohistochemical (Fig. 2a) and Western blot evaluation (Fig. 2b), both tumours and preneoplastic lesions shared a common profile. An overexpression of pan-RAS and NRAS could be confirmed, which indicates the incorporation of the *NRAS*^G12V^ transgene. The immediate effector p-RAF1 was consequently increased at the protein level. In addition, augmented p-MEK positivity was hinted in the nuclei, while being more evident in the Western blot. Moreover, enhanced p-ERK cytoplasmic and nuclear positivity was evident compared to the surrounding tissue. Ki67 positive nuclei appeared to be more frequent in tumours when compared to preneoplastic lesions (Fig. 2a).

Altogether, through this comprehensive characterization, we were able to underline the strong upregulation of major known canonical effectors of RAS. Nonetheless, signalling via the PI3K-mTOR and Hippo pathways was also observed (detailed in the figure legend), suggesting a considerable level of crosstalk [32, 33]. Thus, despite being exclusively Ras-triggered, our model outlines the complexity of effects on oncogenic signalling via various effectors.

It should be noted, that the distinction between preneoplastic lesions and tumours was perfomed exclusively on the above-mentioned morphological criteria. At the molecular level, oncogenic pathways were gradually activated. Thus, in this model, we could not demonstrate a stepwise process of carcinogenesis. On these grounds, using the terms "early and late tumours" would also be justifiable as a replacement for preneoplasia and tumour.

### Identification of regulated genes in *NRAS*-driven hepatocarcinogenesis

To deepen our understanding of the process of *Ras*-dependent carcinogenesis, we performed NanoString® gene expression analyses using the nCounter® Mouse PanCancer Pathways Panel on total RNA extracted from tumour samples and corresponding non-tumorous samples (which, by histological assessment, contained preneoplastic lesions) from 4 mice (time point post-injection 3–9 months). As a control group of non-neoplastic liver tissue, samples from mice with normal histology injected with empty vector were chosen (time point post-injection 3–6 months). As expected, an upregulation of the Ras and MAPK pathway was observed. Also, the PI3K signalling was gradually increased from preneoplastic lesions to tumours.

Evaluation of the pathway scores based on the Kyoto Encyclopedia of Genes and Genomes (KEGG) gene sets showed a progressive increase in the activity of several major cancer-related pathways when comparing preneoplastic tissue and tumour tissue against normal liver tissue. Transcriptional Misregulation and Apoptosis were the most prominently altered pathways (Fig. 3d).

**Fig. 3:**
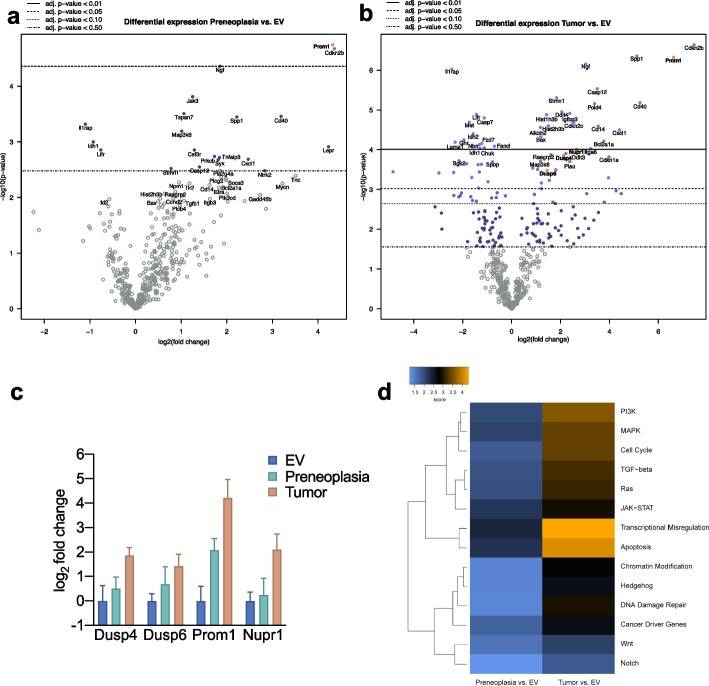
Transcriptional assessment of *NRAS*^G12V^ induced neoplastic lesions and identification of the novel effectors *Dusp4*, *Dusp6* and *Prom1* (CD133) (**a**) Volcano plot of differentially expressed genes obtained from NanoString® mRNA measurement using the mouse Pan Cancer pathway panel® in preneoplastic lesions and (**b**) tumours compared to empty vector. Genes that were analysed further due to rational selection are highlighted in yellow. **c** Differential expression of indicated genes from NanoString® analysis displayed as mean with 95 percent confidence interval. **d** Heatmap showing pathway scores obtained from the nSolver® software compared to empty vector. Orange indicates high pathway scores; blue indicates low scores (with undetermined/arbitrary functional dimension). The pathway scores are derived from KEGG, developed by Kanehisa Laboratories [34–36]

The differentially expressed genes analysis of preneoplastic lesions versus normal tissue only yielded 3 genes with an adjusted *p*-value less than or equal to 0.05, including *Prom1*, *Cdkn2b*, and *Ngf*. In contrast, the comparison of EV-injected samples with tumours detected 59 significantly differentially expressed genes with an adjusted *p*-value less than or equal to 0.05. Of note, among the most highly overexpressed genes, we again detected *Prom1*, *Cdkn2b*, and *Ngf* (Fig. 3a and 3b, Supplementary Data 1), which implies an early and sustained contribution throughout the process of carcinogenesis. The marked upregulation of *Cdkn2b*, while *Cdkn1a* and *Cdkn1c* were found elevated (Supplementary Data 1), strongly suggested an active oncogene senescence pathway, which was potentially counter-regulated by enhanced protein levels of CyclinD1 evident by immunohistochemistry (Figure S2). Presumably, the net effect of the combined changes was an evasion of the senescence mechanism with the development of preneoplastic lesions and tumours. The upregulation of *Ngf* argues for the presence of a positive feedback loop, since *Ngf* can cause sustained ERK1/2 activation and nuclear translocation [37]. Finally, the strong and early upregulation of *Prom1* (encoding CD133), which was also confirmed by immunohistochemistry (specific membranous expression), RT-qPCR, and Western blot (Fig. 4), was of particular interest. While CD133 is one of the most established markers for detecting and isolating cancer stem cells, including liver cancer, its function remains enigmatic [38]. For instance, it has been connected to oncogenic β-catenin and JAK/STAT pathways [39, 40]. Moreover, it has been purported that CD133 activity is enhanced by NFκB, which is also upregulated in our model [41]. Nonetheless, the exact interrelation with the RAS/MAPK pathway has not been reported, so we analysed this interaction further in the subsequent in vitro experiments.

**Fig. 4:**
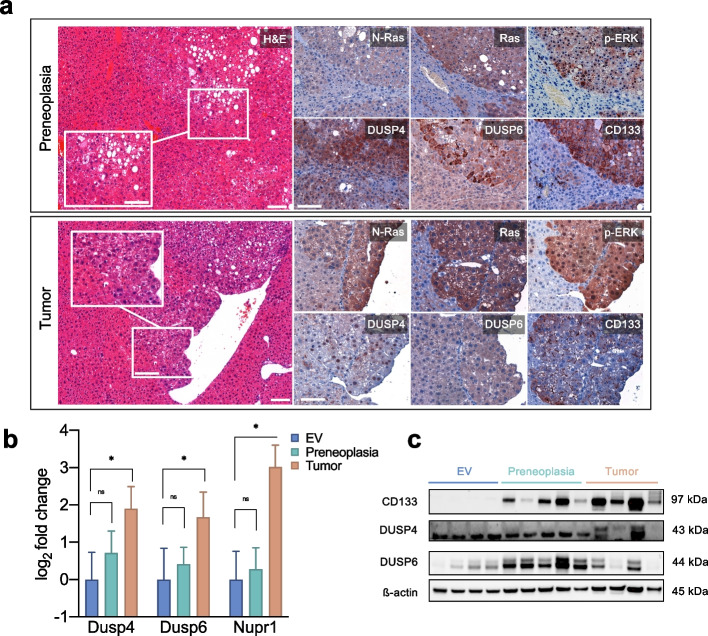
Validation of the selected target proteins by immunohistochemistry, RT-qPCR and Western Blot (**a**) Immunohistochemical analyses of *NRAS*^G12V^ -induced preneoplastic lesions (upper panels) and tumours (lower panels). DUSP4 overexpression in preneoplastic lesions can sometimes show cytoplasmic staining, while in tumours it is clearly enhanced in the nuclei. DUSP6 immunohistochemistry is more pronounced in preneoplastic lesions and hinted in tumours. CD133 shows a strong specific membranous staining already in preneoplastic lesions, which is maintained in tumours. *Scale bar:* 100 µm / inset 50 µm. **b** Quantitative real-time PCR analyses of selected targets. Kruskal–Wallis test for multiple comparisons. Identical RNA lysates as for the NanoString® analysis. Asterisk indicates *p*-value < 0.05; ns, not significant. **c** Cropped Western blots of the respective tumours and EV controls (full image of cut membrane that was hybridized with respective antibody in Figure S7). Molecular weights of observed bands are marked on the right

Besides these genes, we also observed an upregulation of DUSP4 and 6 in comparing tumour samples and normal tissue (Fig. 3c). This upregulation is a compelling finding, since a digenic dependence on DUSP4 and DUSP6 has recently been reported, representing a potential therapeutic target [20]. While both DUSP4 and DUSP6 represent negative feedback regulators of ERK [42], they possess different substrate specificities. DUSP6 is a cytoplasmic ERK-specific phosphatase, and DUSP4 can additionally dephosphorylate JNK/p38 kinases [43]. Indeed, by immunohistochemistry, we could confirm an enhanced cytoplasmic positivity for DUSP6 in *NRAS*-induced tumours (Fig. 4a). At the same time, DUSP4 reacted predominantly in the nuclei (Fig. 4a* lower panel*), but in part also aberrantly in the cytoplasm of tumours (Fig. 4a* upper panel*) as it has been reported previously [44]. Upregulation in tumours was confirmed by RT-qPCR (Fig. 4b). Western blots displayed stronger bands in 2 out of 4 tumour samples, which were also evident in preneoplastic lesions in the case of DUSP6 (Fig. 4c). Finally, we confirmed the upregulation of *Nupr1* in tumours by RT-qPCR, a stress-induced protein involved in sorafenib resistance and NFκB and ERK pathway crosstalk [45]. DUSP4 and DUSP6, as well as CD133, were subsequently investigated more in-depth.

### Effects of modulations of the RAS/MEK/ERK pathway on DUSP4/6 and CD133 protein levels

Next, we set out to verify the regulation of the proteins mentioned above in human HCC cell lines (Figure S3). Six of 12 cell lines had detectable DUSP4 protein levels with weak expression in 3 cell lines (HUH7, HLE, and SNU-387), moderate expression in one cell line (PLC/PRF/5), and very high basal expression in 2 cell lines (MHCC97-L and SNU-449). Of note, the amount of DUSP4 protein did not correlate with pERK/ERK ratios. DUSP6 expression was detectable in 11 out of 12 HCC cell lines. All cell lines were positive for CD133, while some were more strongly positive than others. For the consecutive NRAS overexpression experiments, we used PLC/PRF/5, HUH-7, and SNU-182 with absent to moderate DUSP4 baseline expression. Transfection of these cell lines with pT3-CAGGS-NRasV12 led to a strong upregulation of NRAS protein expression (Fig. 5a). In response, the two cell lines, HUH-7 and SNU-182, exhibited an increase in the canonical effectors p-MEK1/2 and pERK1/2. Surprisingly, however, PLC/PRF/5 experienced a reduction in both p-MEK1/2 and p-ERK1/2. DUSP4 showed a strongly enhanced signal in all cell lines, and DUSP6 in PLC/PRF/5 and SNU-182. Apparently, additional NRAS^G12V^ transfection represented such a strong stimulus in PLC/PRF/5 cells that a negative feedback overcompensation occurred, likely mediated by DUSP4 and DUSP6. Interestingly, such overcompensation was not observed in the other two cell lines, suggesting that a threshold of “oncogene overdose” is required to reach the tipping point.

**Fig. 5:**
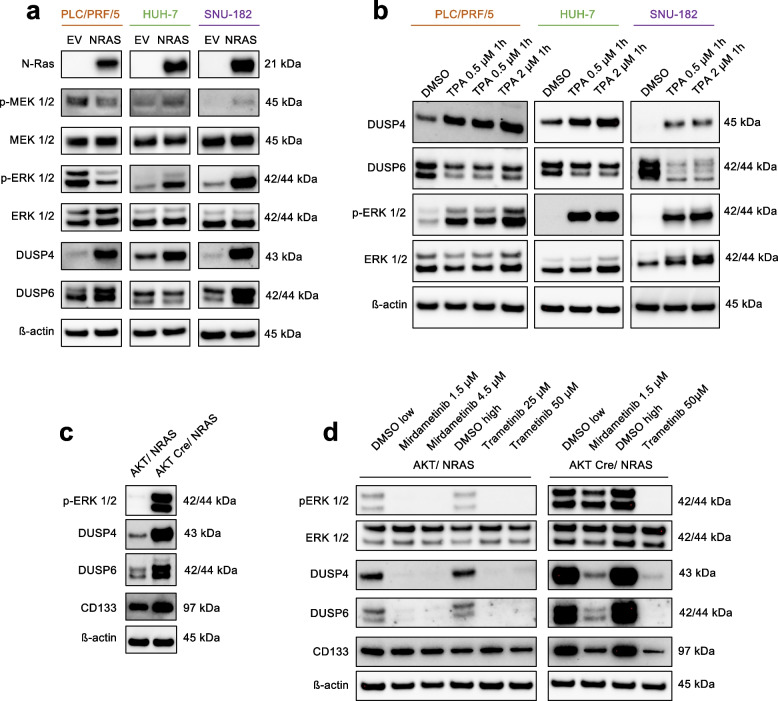
DUSP4, DUSP6, and CD133 are regulated by the RAS-MEK-ERK pathway in human and mouse liver cancer cell lines (**a**) *NRAS*^G12V^ transfections of human HCC cell lines with differential effects on pERK levels, while displaying a homogenous upregulation of DUSP4 and DUSP6. **b** Alternative activation of ERK via PKC using the phorbol ester TPA in the respective cell lines. **c** Baseline comparison of the mouse HCC cell lines AKT/NRAS and AKT Cre/NRAS demonstrating that the unique dependency on DUSP4 and DUSP6 overexpression is lost when the AKT pathway is additionally active. **d** Effects of MEK-inhibitors on selected target proteins in the AKT/NRAS and AKT Cre/NRAS cell lines. For all panels cropped Western Blots are shown. Full images of the cut membranes that were hybridized with the respective antibodies in Figure S7

To investigate the specificity of these findings to NRAS activation, we subjected the cell lines to another method of ERK hyperactivation by treatment with the phorbol ester TPA, which induces pERK1/2 via protein kinase C (PKC) [28]. Strong activation of ERK1/2 was detected in all cell lines (Fig. 5b), and protein levels of DUSP4 were strongly upregulated in a dose-dependent manner. In contrast to NRAS-mediated ERK-activation, protein levels of DUSP6 consistently decreased. Compellingly, in this experiment, no overcompensation was evident in PLC/PRF/5 cells, which indicates that this phenomenon could be specific to the RAS/MEK/ERK cascade triggered directly by strong oncogenic signalling through *NRAS*^G12V^. Moreover, this phenomenon could also rely on increased DUSP6 expression, which was contrarily regulated in the TPA treatments.

In addition, we studied the effects of MEK inhibition on the selected target proteins. For this experiment, we employed the AKT/NRAS cell line, derived from a murine HCC, which developed after HTVI of myristoylated AKT^flox/flox^ and NRAS^G12V^ [27], and its derivative AKT Cre/NRAS. Here AKT had been removed by the Cre recombinase, leading to a pure NRAS addiction as opposed to the combined AKT and NRAS oncogene dependency in the original cell line. The baseline characteristics of AKT/NRAS and AKT Cre/NRAS regarding DUSP4, DUSP6, and CD133 were very distinct (Fig. 5c). Indeed, AKT Cre/NRAS displayed a much higher activation of ERK1/2 and correspondingly high protein levels of DUSP4 and DUSP6, while CD133 was slightly increased. This effect argues for an exclusive role of DUSP4 and DUSP6 in NRAS dependency, which is attenuated upon additional concurrent activation of AKT.

We treated these two cell lines with the MEK inhibitors mirdametinib and trametinib for 24 h (Fig. 5d). As a result, DUSP4 and DUSP6 protein levels were strongly diminished in both cell lines. Also, pERK1/2 levels were reduced as expected in all treatment groups (although the effect of mirdametinib on ERK phosphorylation was limited in AKT Cre/NRAS). CD133 levels decreased considerably upon MEK inhibition in the purely NRAS-addicted AKT Cre/NRAS cell line. This finding argues for a direct relation between RAS-signalling and CD133 expression levels, confirming the results obtained in the mouse model.

Finally, we performed siRNA-mediated gene silencing of DUSP4 in these two murine cell lines. Moderate silencing efficiency was achieved on the protein level of DUSP4 and pERK1/2 (Fig. 6a). Downregulation of DUSP4 elicited an increase in pERK1/2 levels in both cell lines, especially in the AKT Cre/NRAS cell line. Protein levels of CD133 and DUSP6 were unaltered.

**Fig. 6:**
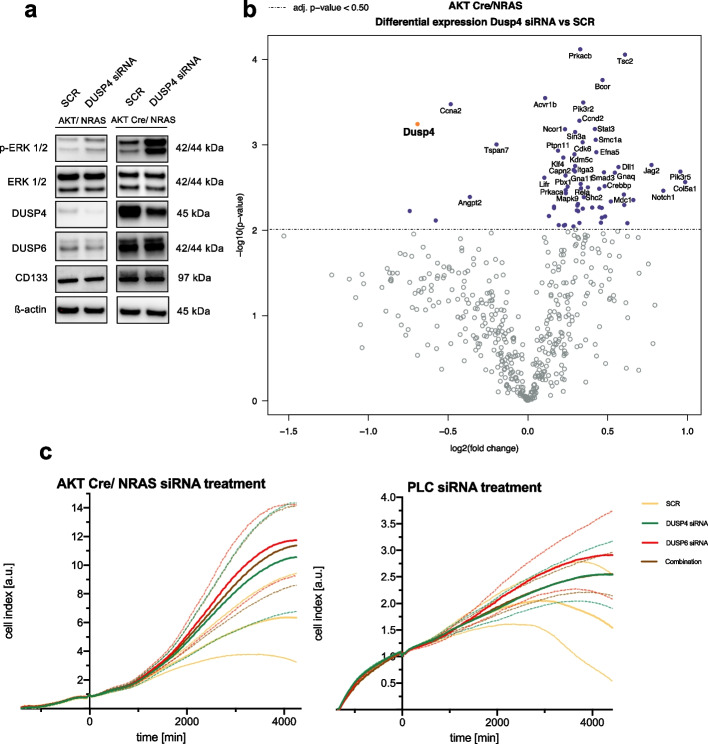
Effects of *Dusp4* silencing in *AKT/NRAS* and purely *NRAS* driven mouse HCC cell lines. **a** Western blot confirmation of *Dusp4* silencing in the mouse AKT/NRAS and AKT Cre/NRAS cell lines. Increased pERK1/2 levels and decreased DUSP4 protein levels are apparent (Cropped Western Blots; full image of the cut membrane that was hybridized with respective antibody in Figure S7). **b** Volcano plot of differentially expressed genes obtained from NanoString® mRNA measurement using the mouse Pan Cancer pathway panel® in AKT Cre/NRAS *Dusp4* silenced cells versus SCR negative control. *Dusp4* is highlighted in orange. **c** cCELLigence® proliferation measurements of AKT Cre/NRAS (left) and PLC (right). siRNA addition at time point 0. Data presented as mean (continuous line) with standard deviation (dashed line). Two repeats with 3 replicates each for AKT Cre/Nras, single experiment with 3 replicates in the case of PLC

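The *Dusp4* silencing experiment holds 12 NanoString® samples, with 3 biological replicates in each of 4 groups. AKT/NRAS is a murine hepatocellular carcinoma cell line that expresses activated AKT and NRAS, and AKT Cre/NRAS is the same line after Cre recombinase had removed the AKT construct. Each line was transfected with a pool of *Dusp4* siRNA or with a control pool (SCR), transfected again after 48 h and harvested 24 h later. For each sample, 100 ng of total RNA was hybridised to the Mouse PanCancer Pathways panel, which carries 770 gene probes, 6 positive controls and 8 negative controls. The authors processed the counts in nSolver, and the deposited values are a signal scaled to the positive controls, in which every value at or under 20 was set to 20. Between 252 and 293 of the 770 genes stood at that floor in a sample, and 219 did so in every sample. The total of the recovered counts above the floor ranged from 646335 to 801287 (median 671393) in AKT/NRAS SCR and from 641790 to 868961 (median 814331) in AKT/NRAS siRNA. It ranged from 942400 to 1081646 (median 953134) in AKT Cre/NRAS SCR and from 804650 to 1021756 (median 907892) in AKT Cre/NRAS siRNA. The methods name a further scaling to reference genes, which the deposited values do not carry. It was completed here with geNorm, which kept 15 of the 20 reference genes on the panel over all 12 samples, and a common floor of 27.1 normalized counts was set. This scaling departs from the plan, which took the values as deposited. Its rule was set before groups were compared, set aside for a time, and restored after results under other scalings, and their distance from the supplementary values, had been seen. Log2 fold changes, standard errors and Benjamini-Hochberg adjusted p values come from limma, fitted to the groups of each comparison on genes above the floor in at least 1 of its samples. The planned filter, a mean of at least 20 normalized counts, lies under this floor and removed no gene. An adjusted p under 0.05 was taken as a change. With 3 samples against 3, an exact two-sided permutation test of a single gene cannot give a p below 0.1.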

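*Dusp4*, which encodes a nuclear phosphatase that inactivates MAP kinases, was lower after *Dusp4* siRNA than after SCR in both lines. In AKT Cre/NRAS its normalized count was 4023 ± 221 (SD, n = 3) after siRNA and 5556 ± 963 (SD, n = 3) after SCR. In AKT/NRAS it was 370 ± 19.7 (SD, n = 3) after siRNA and 1228 ± 43.8 (SD, n = 3) after SCR. The log2 fold change was -0.45 in AKT Cre/NRAS (standard error 0.12, limma adjusted p = 0.0178) and -1.73 in AKT/NRAS (standard error 0.05, limma adjusted p = 1.13e-06), and in each line all 3 siRNA samples lay below all 3 SCR samples. Of 8 scalings run, the fall in AKT Cre/NRAS passed the threshold in 5 and was absent in 1 (0.00098). It also lost its call without some single libraries, as given below. In AKT/NRAS the fall passed in all 8. The responses of the lines differed by 1.28 on the log2 scale (interaction term of limma, adjusted p = 0.000728).

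**Figure D1:**
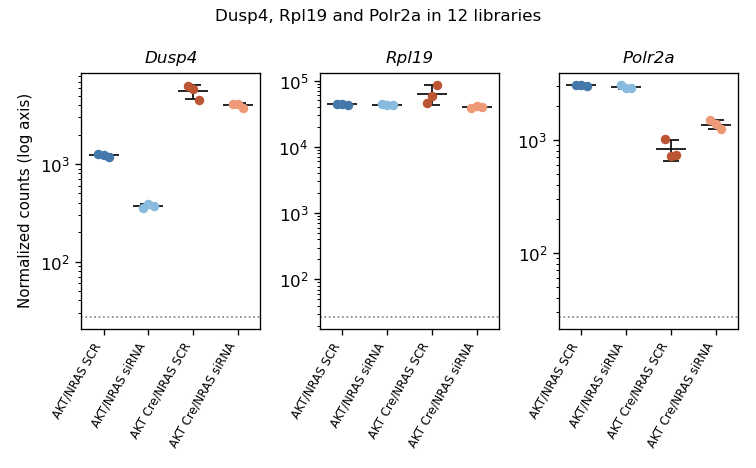
Normalized counts (log axis) of *Dusp4*, *Rpl19* and *Polr2a* in the 12 libraries, with 3 points per group, the mean and the SD. The dotted line marks the common floor of 27.1. Under the main scaling shown, *Dusp4* fell in both lines, and the AKT Cre/NRAS SCR libraries spread more than those of the other groups.

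Across the panel in AKT Cre/NRAS, 231 of 503 tested genes changed after siRNA, of which 204 rose and 27 fell. The count was 99, 121 and 118 without siRNA replicate 1, 2 or 3, 131 without SCR replicate 2, 70 with Benjamini-Yekutieli adjustment, 56 with no filter on low values and 0 with an ordinary linear model per gene. The largest rises included *Itgb4*, an integrin (log2 fold change 0.91), *Col5a1*, a collagen (0.89, with 1 SCR sample at the floor, and 0.71 to 1.02 over the 8 scalings), *Arid1a*, a chromatin remodeller (0.87), *Jag2*, a Notch ligand (0.87), and *Fn1*, which encodes fibronectin (0.86). They also included *Notch1* (0.83), *Igf1r* (0.82), *Tsc2* (0.82), *Tcf7l1* (0.79, likewise, and 0.64 to 0.96) and *Kmt2d* (0.78). The largest falls were those of *Ccne2*, which encodes cyclin E2 (-1.02), *Csf2*, a cytokine (-0.76), *Rpa3*, a replication protein (-0.66), *Cd40* (-0.64) and the ribosomal gene *Rpl19* (-0.61). *Rpl19* is also among the reference genes kept for the scaling. Further falls were those of *Bnip3* (-0.57), *Ube2t* (-0.55), *Hist1h3b* (-0.54), *Skp1a* (-0.54) and *Them4* (-0.54). All these falls kept their sign under the 8 scalings, but most lost their calls. *Ccne2* passed in 8, *Bnip3* in 4, and *Csf2*, *Rpl19*, *Hist1h3b*, *Skp1a* and *Them4* in 3. *Rpa3*, *Cd40* and *Ube2t* passed in 2. The values moved too, from -0.95 to -0.21 for *Rpa3* and from -0.83 to -0.13 for *Rpl19*. Most of the rises named above passed in 7, *Kmt2d* in 5 and *Tcf7l1* in 3. In 302 genes, or 60.0%, the groups did not overlap, against 10% by chance. The median of all tested genes was 0.23 with the reference genes, 0.14 with the deposited values and 0.01 after each sample was re-centred on its median. Calls and counts under the main scaling test each gene against no change and were not corrected for that shift. A rise near 0.23 therefore does not stand out from the panel. Re-centring called 82 genes up and 65 down, and the deposited values called *Ccne2* alone (adjusted p = 0.0177 from limma), with 70 genes at an unadjusted p under 0.05. The fall of *Dusp4* was not past the threshold with the deposited values (-0.54, limma adjusted p = 0.370), with the 10 reference genes ranked first (-0.27) or without siRNA replicate 1 or 3 or SCR replicate 2, and it vanished with the 5 ranked first (0.00098). The log2 ratio of *Rpl19* to *Polr2a* was 5.48, 6.36 and 6.88 in the AKT Cre/NRAS SCR libraries, between 4.72 and 5.03 after siRNA, and between 3.81 and 3.92 in AKT/NRAS.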

Subsequently, NanoString® gene expression analysis was conducted to identify differentially expressed genes following siRNA-mediated *Dusp4* silencing in the AKT Cre/NRAS cell line (Fig. 6b). Some markers of cell cycle progression, including *Ccnd2* and *Cdk6*, were upregulated. On the other hand, apoptosis-related genes were diminished, including *Casp12* and *Endog*, implying a pro-proliferative and anti-apoptotic effect mediated by *Dusp4* gene silencing. Furthermore, several genes related to the MAPK pathway were upregulated, including *Map3k5*, *Map3k*, *Mapk9,* and *Prkca* (except for downregulated *Map2k6*), which suggests a release of formerly active negative feedback regulation (Supplementary Data 1). Additionally, we compared the differentially expressed genes between AKT Cre/NRAS vs. AKT/NRAS (Figure S4, Supplementary Data 1). This comparison verified the reduction in *Akt1* expression. Moreover, we found a strong upregulation of *Cdkn2a* in the AKT Cre/NRAS cell line, which could imply an increased tendency towards senescence and cell cycle inhibition in this cell line. 

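*Ccnd2*, which encodes cyclin D2, and *Cdk6*, a kinase that cyclin D activates, both rose by about the same amount after *Dusp4* siRNA in AKT Cre/NRAS. The normalized count of *Ccnd2* was 4849 ± 43.7 (SD, n = 3) after siRNA and 3296 ± 300.2 (SD, n = 3) after SCR. That of *Cdk6* was 832 ± 10.6 (SD, n = 3) and 560.2 ± 45.9 (SD, n = 3). *Cdc25a*, a phosphatase that activates cyclin-dependent kinases, also rose, while *Ccne2*, whose product drives entry into S phase, fell. The log2 fold changes were 0.56 for *Ccnd2* (standard error 0.09, limma adjusted p = 0.00329), 0.57 for *Cdk6* (standard error 0.09, limma adjusted p = 0.00329) and 0.44 for *Cdc25a* (limma adjusted p = 0.00860). Of 12 measured cyclins and kinases of the G1 and S phases, 6 rose, 1 fell and 5 did not pass the test (7 and 2 when adjusted over the list alone). Their median was 0.38, yet as a group they did not differ from the other genes (camera, adjusted p = 0.952, direction down, and 0.988 with an estimated correlation). Of 25 genes of DNA replication and mitosis, 8 fell, among them *Hist1h3b* and *Rpa3*, 2 rose (*Mcm4* 0.36, *Cdc25b* 0.42) and 15 did not pass the test. None passed when adjusted over the list alone. Relative to the other genes this group was lower under each of 8 scalings (camera, adjusted p = 0.000162, and 0.156 with an estimated correlation), with a median of -0.01 that lay between -0.25 and 0.36 over those scalings. Of 9 CDK inhibitors and p53/RB genes, 3 rose (*Trp53* 0.44, *Rb1* 0.31, *Cdkn1a* 0.41), none fell and 6 did not pass, with 1 when adjusted over the list alone. This group did not differ from the other genes (camera, adjusted p = 0.341, and 0.647 with an estimated correlation). The lists were fixed after the supplementary values had been seen and are not independent evidence of a direction. *Ccnd2* and *Cdk6* were higher under all 8 scalings and lost their calls with the deposited values (adjusted p = 0.473 for each from limma). In the same samples the ribosomal *Rpl19* fell and *Polr2a*, a subunit of RNA polymerase II, rose by 0.74.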

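*Casp12*, which encodes a caspase, and *Endog*, a mitochondrial endonuclease released in apoptosis, had lower mean counts after *Dusp4* siRNA in AKT Cre/NRAS, and neither passed the test of the unpaired groups. The normalized count of *Casp12* was 478 ± 17.1 (SD, n = 3) after siRNA and 575 ± 74.0 (SD, n = 3) after SCR, and the groups overlapped. For *Endog* the counts were 356 ± 11.6 (SD, n = 3) and 427 ± 43.7 (SD, n = 3), with all 3 siRNA samples below all 3 SCR samples. The log2 fold change was -0.26 for *Casp12* (standard error 0.11, limma adjusted p = 0.0805) and -0.26 for *Endog* (standard error 0.11, limma adjusted p = 0.0695). Of 11 measured pro-apoptotic genes, 2 rose, *Casp9* (0.43), the initiator caspase of the mitochondrial pathway, and *Tnfrsf10b* (0.35), a death receptor, none fell and 9 did not pass the test. None passed when adjusted over the list alone. As a group they were lower relative to the other genes under all 8 scalings, past the threshold in 4 of them (camera, adjusted p = 0.0375, and 0.420 with an estimated correlation), with a median of -0.03. The anti-apoptotic *Bcl2l1* rose by 0.28 (limma adjusted p = 0.0241), and the 2 other anti-apoptotic genes measured had log2 fold changes of 0.37 (*Bcl2*, at the floor in 2 SCR samples, limma adjusted p = 0.0547) and 0.10 (*Birc3*, limma adjusted p = 0.474). Of 8 genes of the stress response, 4 fell and none rose: *Ddit3*, a transcription factor of the unfolded protein response (-0.49), *Gadd45a* (-0.40), *Ddit4* (-0.34) and *Bnip3*. All 4 also passed when adjusted over the list alone. Relative to the other genes this group was lower under each of the 8 scalings (camera, adjusted p = 8.60e-06, and 0.180 with an estimated correlation). Its median of -0.34 lay between -0.56 and 0.11 over those scalings, under which 0 to 6 members fell and none rose. After re-centring on the median, *Casp12* (-0.48, limma adjusted p = 0.0228) and *Endog* (-0.47, limma adjusted p = 0.0193) were past the threshold, and *Casp9*, *Tnfrsf10b* and *Bcl2l1* were not. With the 5 reference genes ranked first, *Casp12* and *Endog* were higher after siRNA (0.19 for each), and without SCR replicate 1 both passed (-0.37 and -0.30). The paper states no pairing of the samples. In AKT Cre/NRAS samples of the same replicate number matched best, but weakly (r of 0.19, 0.10 and 0.18). With replicate as a block *Casp12* passed (limma adjusted p = 0.0409) and *Endog* did not (limma adjusted p = 0.0535). In a single fit over all 4 groups both passed (limma adjusted p = 0.0243 and 0.0335). The *Rpl19* to *Polr2a* ratio was lower in all 3 siRNA libraries than in all 3 SCR libraries.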

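*Prkca*, which encodes protein kinase C alpha, *Map3k1* (reported here for the Map3k of the text, whose number is not given) and *Map3k5*, kinases at the head of the JNK and p38 cascades, and *Mapk9*, which encodes JNK2, rose after *Dusp4* siRNA in AKT Cre/NRAS. *Map2k6*, a p38 activator, had a lower mean that did not pass the test. The normalized counts after siRNA and after SCR were 743 ± 64.1 and 463 ± 97.4 for *Prkca* and 1617 ± 117 and 1112 ± 198 for *Map3k1* (SD, n = 3 each). They were 592 ± 46.3 and 425 ± 45.2 for *Map3k5*, 760.3 ± 34.7 and 551 ± 56.9 for *Mapk9*, and 2179 ± 72.1 and 2466 ± 177 for *Map2k6* (SD, n = 3 each). The log2 fold changes were 0.70 for *Prkca* (standard error 0.14, limma adjusted p = 0.00533), 0.55 for *Map3k1* (standard error 0.12, limma adjusted p = 0.00738), 0.48 for *Map3k5* (standard error 0.11, limma adjusted p = 0.00791) and 0.47 for *Mapk9* (standard error 0.10, limma adjusted p = 0.00656). *Map2k6* had a log2 fold change of -0.18 (standard error 0.09, limma adjusted p = 0.113). In each of these 5 genes the 3 siRNA samples lay to the same side of all 3 SCR samples. Of 23 measured genes of the MAPK cascade, 13 rose, among them *Sos1* (0.57) and the adaptor *Shc2* (0.55). *Mapk8* fell (-0.35) and 9 did not pass, with 15 up and 1 down when adjusted over the list alone. The group did not differ from the other genes (camera, adjusted p = 0.341, and 0.914 with an estimated correlation), with a median of 0.36. Of 8 DUSP phosphatases and Sprouty inhibitors, which restrain MAPK signalling, 4 rose (*Dusp5* 0.67, *Spry4* 0.47, *Dusp6* 0.29, *Dusp10* 0.22), *Dusp4* fell and 3 did not pass, with 4 up and 1 down when adjusted over the list alone (camera, adjusted p = 0.911, and 0.988 with an estimated correlation). Of 7 transcription factors induced by ERK, 5 rose (*Ets2* 0.55, *Fosl1* 0.53, *Klf4* 0.46, *Myc* 0.40, *Etv4* 0.38), none fell and 2 did not pass, with 6 up when adjusted over the list alone (camera, adjusted p = 0.157, and 0.888 with an estimated correlation). *Prkca*, *Map3k1*, *Map3k5* and *Mapk9* were higher under all 8 scalings, and their calls ended with the deposited values and with quantile normalization. *Dusp6* was also higher under all 8 (0.038 to 0.74), but it passed the threshold in only 3 of them. After re-centring, *Map3k5* was not past the threshold (0.26, limma adjusted p = 0.0545) and *Map2k6* was (-0.39, limma adjusted p = 0.0201), whereas *Map2k6* was higher after siRNA with the 10 (0.01) or 5 (0.28) reference genes ranked first. The ratio of *Rpl19* to *Polr2a* differed between the same groups. From the rise of these MAPK genes, the paper proposes that *Dusp4* silencing released a negative feedback that had been active.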

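Under SCR, the AKT Cre/NRAS line and its AKT/NRAS parent differed in most genes measured on the panel. The AKT Cre/NRAS SCR libraries also differ among themselves. Their log2 *Rpl19* to *Polr2a* ratio was 5.48 to 6.88, against 3.81 to 3.87 in AKT/NRAS SCR. Of 515 tested genes, 149 were higher in AKT Cre/NRAS and 247 were lower at an adjusted p under 0.05 from limma, and in 411 genes (79.8%, against 10% by chance) the groups did not overlap. Among the genes higher in AKT Cre/NRAS were *Gas1*, a growth arrest gene, at 1329 ± 216 against 30.5 ± 3.29 normalized counts (SD, n = 3 each), and *Hmga2*, a chromatin protein of fetal and tumour cells, at 3544 ± 215 against 257 ± 7.83 (SD, n = 3 each). The log2 fold changes were 4.35 for *Igfbp3*, 3.78 for *Hmga2* (standard error 0.08, limma adjusted p = 3.10e-09) and 3.68 for *Wnt10a*, and 5.39 for *Gas1* (4.88 to 5.89 over the 8 scalings) and 4.01 for *Etv4* (3.47 to 4.51). The last 2 depend on the floor, at which 1 and 2 of the 3 AKT/NRAS samples stood, with the others just above it. Further rises were 3.64 for *Ghr*, the growth hormone receptor, 3.40 for *Wnt7b* and 3.21 for *Fst*, the last against counts of 27.8 to 31.3, next to the floor. *Gpc4* and *Mgmt* stood at the floor in every AKT/NRAS SCR sample and were, under the main scaling, at least 42.1-fold and at least 12.7-fold higher in AKT Cre/NRAS. Among the genes lower in AKT Cre/NRAS were *Flnc* (-3.56), *Jun* (-3.40), *Bmp2* (-3.15), *Angpt1* (-3.05) and *Mycn* (-3.04), and *Rasa4* and *Wnt16* were at the floor in AKT Cre/NRAS SCR, under the same scaling at least 19.0-fold and at least 9.03-fold lower. Genes named for the silencing experiment also differed: *Dusp4* (2.16, limma adjusted p = 8.98e-07), *Dusp6* (1.05), *Casp12* (1.27), *Endog* (0.92) and *Map2k6* (1.22) were higher in AKT Cre/NRAS, and *Prom1* was at least 1.91-fold higher under that scaling. *Ccnd2* (-2.13), *Prkca* (-2.04), *Mapk9* (-0.66), *Map3k1* (-0.56) and *Cdk6* (-0.53) were lower, and *Map3k5* did not pass the test (-0.14, limma adjusted p = 0.241). All 8 DUSP phosphatases and Sprouty inhibitors measured differed: 6 were higher, with *Spry2* at 2.07, *Spry4* at 1.62 and *Dusp5* at 1.62, and *Dusp8* (-1.31) and *Dusp10* (-1.01) were lower (camera, adjusted p = 0.0692, and 0.855 with an estimated correlation). Of 25 genes of DNA replication and mitosis, 16 were higher, with *Hist1h3b* at 1.51 and *Hells* at 1.14, 5 were lower (*Stmn1* -1.10 and *Brca1* -1.19 had the smallest p) and 4 did not pass. Adjusted over the list alone, the counts were the same. Over the 8 scalings, 6 to 20 members were higher and 3 to 5 were lower. Relative to the other genes this group was higher under all 8 scalings, past the threshold in 6 (camera, adjusted p = 0.0122, and 0.347 with an estimated correlation). Of 24 genes of the MAPK cascade, 2 were higher and 16 were lower, with *Sos1* at -1.67 (camera, adjusted p = 0.122, and 0.855 with an estimated correlation). Of 7 transcription factors induced by ERK, 3 were higher (*Etv4*, *Fosl1* 1.40 and *Myc* 0.40) and 4 were lower (*Jun*, *Klf4* -3.03, *Fos* -2.41 and *Ets2* -0.94) (camera, adjusted p = 0.806, and 0.914 with an estimated correlation). The balance of higher and lower genes moved with the scaling: 202 and 99 with the deposited values, 204 and 201 after re-centring, 59 and 259 with reference genes chosen within the comparison. *Cdk6*, *Map3k1* and *Mapk9* lost their calls with the deposited values, *Dusp6*, *Prom1* and *Endog* with the 5 reference genes ranked first or those chosen within the comparison, and *Map3k5* turned (0.36 with the deposited values).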

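*Akt1*, the kinase encoded by the construct that Cre recombinase removed, was lower in AKT Cre/NRAS than in AKT/NRAS in every sample under SCR. Its normalized count was 388 ± 47.9 (SD, n = 3) in AKT Cre/NRAS and 19831 ± 507 (SD, n = 3) in AKT/NRAS. This is a log2 fold change of -5.68 (standard error 0.10, limma adjusted p = 1.35e-09), which lay between -6.20 and -5.17 over the 8 scalings. *Pik3r3*, a regulatory subunit of PI3K, was at the floor in AKT Cre/NRAS and under the main scaling at least 22.5-fold lower than in AKT/NRAS (limma adjusted p = 3.44e-09). *Mtor*, the kinase downstream of AKT, was lower by a log2 fold change of -2.93, and *Pik3r1*, another regulatory subunit, by -1.97. Of 18 measured genes of PI3K, AKT and mTOR signalling, 13 were lower in AKT Cre/NRAS, 1 was higher and 4 did not pass the test, with the same counts when adjusted over the list alone. Relative to the other genes the group was lower under all 8 scalings, past the threshold in 4 (camera, adjusted p = 0.0476, and 0.855 with an estimated correlation). The list holds *Akt1* itself, and it was fixed with the supplementary values in view.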

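*Cdkn2a*, which encodes the cell cycle inhibitors p16INK4a and p19ARF, was measured in AKT/NRAS and stood at the floor in every AKT Cre/NRAS sample. Under SCR its normalized count was 1815 ± 33.5 (SD, n = 3) in AKT/NRAS, and under the main scaling it was at least 67.0-fold lower in AKT Cre/NRAS (limma adjusted p = 6.32e-10). Over all 6 AKT/NRAS samples, siRNA included, the count ranged from 1591 to 1956, and in all 6 AKT Cre/NRAS samples it was 27.1. The direction held under all 8 scalings. *Cdkn2b*, its neighbour on chromosome 4, which encodes p15INK4b, was measured in both lines at 2722 to 2970.4 normalized counts in AKT Cre/NRAS and 4497 to 4898 in AKT/NRAS.

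**Figure D2:**
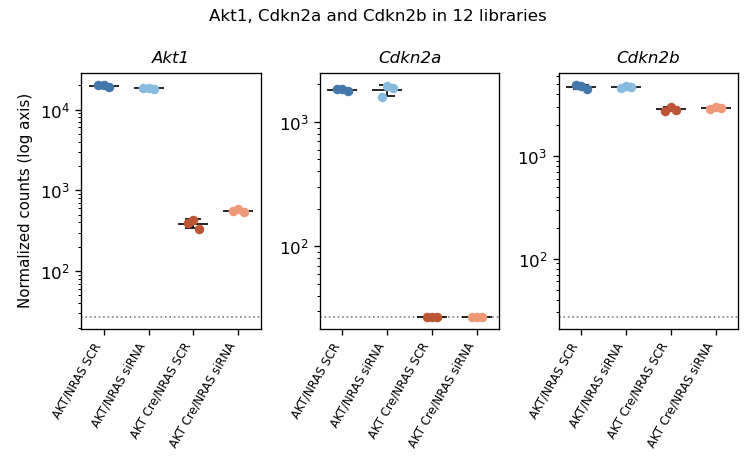
Normalized counts (log axis) of *Akt1*, *Cdkn2a* and *Cdkn2b* in the 12 libraries, with 3 points per group, the mean and the SD. The dotted line marks the common floor of 27.1, where all 6 AKT Cre/NRAS libraries lie for *Cdkn2a*.

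Of 10 CDK inhibitors and p53/RB genes measured under SCR, 6 were lower in AKT Cre/NRAS, 3 were higher and 1 did not pass the test, with the same counts when adjusted over the list alone. The lower genes included *Cdkn1c*, which encodes p57 (-2.16), and *Cdkn2b* (-0.74). *Mdm2*, which encodes the ligase that degrades p53 (0.75), *Cdkn1b*, which encodes p27 (0.70), and *Cdkn2d* (0.28) were higher. As a group these genes did not differ from the other genes (camera, adjusted p = 0.490, and 0.877 with an estimated correlation), with a median of -0.63 between -1.15 and -0.12 over the scalings. From *Cdkn2a*, which its text describes as upregulated in AKT Cre/NRAS, the paper proposes an increased tendency towards senescence and cell cycle inhibition in this line.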

Again, the purely NRAS defined oncogene addiction appeared to be more prone to senescence response, which can be overcome by the additional activity of the AKT pathway and was mirrored by much slower growth characteristics of the AKT Cre/NRAS cell line.

Subsequently, we evaluated the effects of DUSP4 and DUSP6 silencing, alone and combined, in the HCC cell line PLC and the murine AKT Cre/NRAS cell line using an impedance-based real-time measurement (xCELLigence®, Fig. 6c). We detected an increased growth rate for DUSP4 and DUSP6 silencing and the combination of both compared to SCR. In a parallel measurement with adjusted parameters, we further validated the effectiveness of the silencing in both instances (Figure S5).

### *KRAS* mutations in CCA cell lines and human samples and NRAS mutations in CCA mouse models correlate with increased DUSP4 expression

Since in human HCC *RAS* mutations are rare, we resorted to CCA cell lines to verify the effect of *RAS* mutations on DUSP4 transcriptional levels. Therefore, we studied 12 CCA cell lines, of which we had previously confirmed the *KRAS* mutational status [4]. We found a significant increase (*p* = 0.043, Mann–Whitney test) of DUSP4 protein levels relative to β-actin in the 7 *KRAS* mutated cholangiocarcinoma cell lines when compared to *KRAS* wildtype CCA cell lines (Fig. 7).

**Fig. 7:**
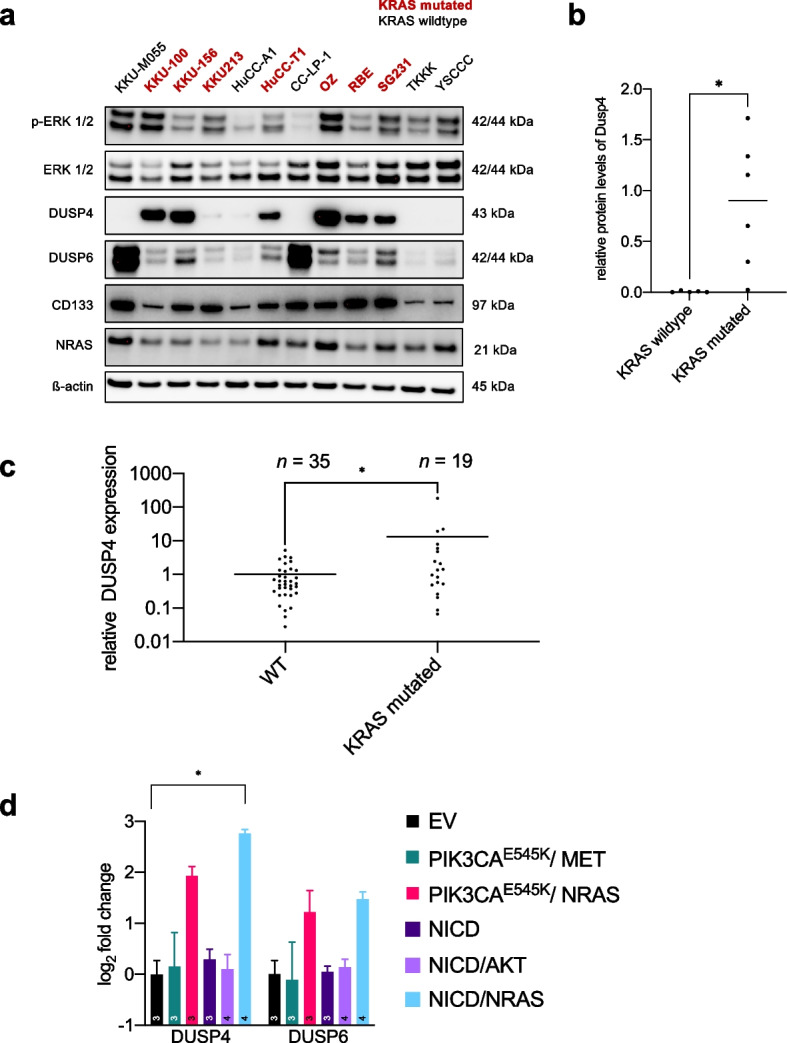
RAS-dependence of DUSP4 upregulation in human and murine CCA (**a**) Western blot analysis of human CCA cell lines showing varying DUSP4, DUSP6, and CD133 baseline levels (Cropped Western Blots; full image of the cut membrane that was hybridized with respective antibody in Figure S7). Cell lines with known *KRAS* mutations are highlighted. **b** Quantification of DUSP4 protein levels normalized to β-actin bands with respect to *KRAS* mutational status. Mann–Whitney test. Asterisk indicates *p*-value < 0.05. **c** Quantitative real-time PCR of DUSP4 expression in a local cohort of 54 CCA patients with and without KRAS mutation as determined by high-resolution melting analysis; KRAS 12–13 16x, KRAS 59–61 2x, KRAS 146 1x. Line equals mean value. Asterisk corresponds to *p*-value < 0.05 (Mann–Whitney-U-Test) (**d**) Quantitative real-time PCR analyses of DUSP4 and DUSP6 expression levels of tumours in different mouse models compared to normal liver tissue (empty vector, EV). The PIK3CA-based models led to the formation of HCC, and the NICD-based models induced the development of CCA. Asterisk signifies *p*-value < 0.05; all other comparisons were not significant (Kruskal–Wallis test with multiple comparisons). The number in bars equals the number of mice

In addition, we analysed our local CCA cohort, which had been screened before for mutations in *KRAS,* using a high-resolution melting curve analysis. From this cohort, we compared 35 *KRAS* WT to 19 *KRAS* mutated cases by qPCR (Fig. 7c). A statistically significant upregulation of DUSP4 expression levels in the KRAS-mutated tumours was detected (*p* = 0.048, Mann–Whitney test).

Furthermore, we confirmed the regulation of DUSP4 in response to NRAS^G12V^. For this purpose, we selected the CCA cell line KKU-M055, which does not harbour KRAS or NRAS mutations (Figure S6) and has a low DUSP4 baseline expression. Following the transfection of NRAS^G12V^, we observed a statistically significant (*p* = 0.026, Mann- Whitney-Test) upregulation of Dusp4 protein levels, while Dusp6 remained unaltered. Thus, the observation of Dusp4 overexpression under the influence of activated NRAS could be confirmed in a CCA cell, similar to the regulation in HCC cell lines described earlier.

Finally, we investigated further HCC and CCA mouse models to corroborate the dependency of DUSP expression on the injection of NRAS^G12V^ across entities. Specifically, we analysed PIK3CA^E545K^/ MET and PIK3CA^E545K^/ NRAS^G12V^, which induce HCC [46]. An increase of *Dusp4* and *Dusp6* transcripts was detected. Similarly, a statistically significant difference for Dusp4 expression was observed in the NICD/NRAS CCA model [47] compared to EV (adj *p* = 0.023, Kruskal–Wallis test, Dunn’s multiple comparisons). No statistically significant difference was observed in the NICD only and NICD/AKT models [48]. Dusp6 showed a trend of being elevated in the NRAS combined model. Thus, we could clearly define a dependency of Dusp4 upregulation based on the presence of activated NRAS. This observation was specific to NRAS and could not be mirrored by e.g., AKT activation.

## Discussion

In this study, we demonstrated that hepatocarcinogenesis can be triggered by the sole HTVI of only *NRAS*^G12V^, which opposes previously reported observations where *NRAS*^G12V^ was insufficient to elicit tumorigenesis [12]. In the mentioned study, pre-malignant hepatocytes were cleared by the immune system through a process defined by CD4^+^ T-cells and macrophages as a purported result of oncogene-induced senescence. One potential explanation for this discrepancy could be the difference in the mouse genetic backgrounds. While C57BL/6 × 129 Sv mice were used in our study, the other investigation had been conducted in a pure C57BL/6 background. Furthermore, in the C57BL/6 × 129 Sv background, we had previously reported a tendency to develop tumours by the HTVI of either *PIK3CA* E545K or H1047R alone, which had similarly conflicted with earlier reports, that these alterations would not elicit carcinogenesis in an FVB/N genetic background [46]. We found no synergism between *Rassf1a* knockout and *NRAS*, which strengthens our previously reported lack of cooperativity between *Rassf1a* and *PIK3CA* mutant forms [19]. Focusing on wildtype animals, the occurrence of tumours following *NRAS* injections alone argues for a comparatively high tumour susceptibility in the mixed C57BL/6 × 129 Sv background, although in the literature, the parental strain 129 Sv is described to feature an overall low tumour incidence [49].

Ultimately, this increased susceptibility provided us with the unique possibility to study the molecular details of a purely *NRAS*-defined mode of hepatocarcinogenesis. This is of high interest since it is known that human HCC depends heavily on the activation of the RAS/MEK/ERK signalling cascade [6]. Even though the frequency of *NRAS* and *KRAS* mutations combined is relatively low at just under 3%, many more indirect mechanisms exist that lead to a similar net effect on the activity of this pathway, such as the aberrant activation of upstream growth factors and the increase of positive or decrease negative regulators [50]. Thus, developing models that allow the precise study of RAS/MEK/ERK pathway deregulation in HCC is paramount. Accordingly, in our proposed mouse model, we could determine a strong upregulation of the canonical effectors of RAS signalling, while confirming a robust upregulation of non-canonical or indirect RAS effectors such as p38-MAPK with subsequent NFκB and p–c-Jun. Nonetheless, we could not achieve a complete specificity for the Ras pathway, since the signalling was also dispersed to other oncogenic pathways, particularly to AKT-mTOR signalling, which was mirrored by an increase in RICTOR and targets of mTORC1. Furthermore, we found an upregulation of the Hippo pathway. Thus, a significant crosstalk to other oncogenic pathways occurred, which could pose significant challenges to targeting RAS effectors under active upstream signalling. Indeed, therapeutic concepts have been proposed, for example, for *KRAS* mutant pancreatic cancer, in which the combined inhibition of mTORC1/2 and MEK precludes adaptive resistance [51].

In a more detailed gene expression analysis, we identified several significantly deregulated genes, including *Dusp4*, *Dusp6,* and *Prom1*/CD133. The abundance of upregulated members of the DUSP family led us to further study their association with RAS signalling in HCC. Their concurrent upregulation was particularly interesting, since a recent report had suggested a digenic dependence on DUSP4 and DUSP6 in MAPK-driven cancers [20].

Initially, we confirmed that high expression of DUSP4 and DUSP6 was indeed a feature of several human HCC cell lines, which argues for the importance of these proteins even in the absence of direct *RAS* mutations. Experimentally, we could further demonstrate that DUSP4 and DUSP6 upregulation was consistently detected following *NRAS*^G12V^ transfection. More specifically, by using the phorbol ester TPA, we could deduce that ERK activation was required for the observed increase in DUSP4 protein levels, while DUSP6 experienced an inverse regulation by mere ERK activation. Thus, the positive influence on DUSP6 should depend on factors upstream of ERK or other targets unique to RAS activation. One intriguing finding of these experiments was that NRAS transfection led to a paradoxical decrease of pERK levels in the cell line PLC/PRF/5. This observation hints at an overshooting feedback inhibition that can result from robust stimulation of RAS. A similar mechanism for DUSP4 and DUSP6 upregulation could be envisioned in our mouse model of *NRAS*-induced hepatocarcinogenesis. Indeed, the extreme upregulation of the RAS/ERK pathway could be tempered by DUSP4 and DUSP6 as rheostats, thus potentially favouring evasion of oncogene-induced senescence. Interestingly, when we investigated a purely *NRAS*-dependent murine cancer cell line, we observed a much higher baseline level of DUSP4 and DUSP6 compared to its dual NRAS and AKT-addicted counterpart, which is suggestive of a certain exclusivity towards the RAS oncogenic pathway.

Whether DUSP4 and DUSP6 serve as oncogenes or tumour suppressors is still under debate [52]. Silencing of DUSP4 resulted in a pro-proliferative and anti-apoptotic effect in the AKT Cre/NRAS cell line, which was mirrored by an increased growth rate in an impedance-based growth assay. To put this finding into perspective, it has been described that DUSP4 can have opposite effects on proliferation. One paper reported DUSP4 deficiency leading to impaired cell proliferation and cell death in NRAS and BRAF mutant melanoma cells. In contrast, in non-melanoma cell lines with BRAF mutation, DUSP4 silencing did not affect their growth (a glioma cell line and a colorectal cancer cell line) [53]. Moreover, DUSP4 loss increased invasiveness in pancreatic cancer, and restoration of DUSP4 expression reversed this effect [54]. Finally, in colorectal cancer models, silencing of DUSP4 enhanced cell proliferation and invasiveness, most reminiscent of the effect we observed in HCC cell lines [55]. Therefore, higher levels of DUSP4 would rather be suggestive of a function as a tumour suppressor. However, at the same time, it might be envisioned that DUSP4 and DUSP6 maintain pERK at tolerable levels allowing the tumour cells to reach a state of stemness to overcome proliferative insufficiency. Altogether, a definite conclusion for a therapeutic concept targeting DUSP4 cannot be reached here. However, we add another layer of complexity, serving as a note of caution when studying DUSP-targeting therapeutics. The dependency on mutational and cancer entities should be controlled.

Finally, NRAS overactivation was also defined by strong CD133 cancer stem cell antigen upregulation, already present in early tumours. In vitro, we described a hitherto unknown regulation of CD133 protein levels by the RAS pathway activity. This stemness player could also contribute to counteracting oncogene-induced senescence mechanisms.

While *NRAS* mutations rarely occur in human HCC, they are more frequent in CCA, another primary liver tumour, where we confirmed the dependence of DUSP4 protein expression on the *KRAS* mutational status in cell lines and patient samples. This finding hints at a conserved mechanism active across different cancer subtypes.

## Conclusions

Opposite to earlier assumptions, our study demonstrates that *NRAS*^G12V^ is sufficient to drive hepatocarcinogenesis in a mouse HTVI model. Further characterisation of this model defined the upregulation of the cancer stem cell antigen CD133 and the dual specificity phosphatases DUSP4 and DUSP6 as defining features of *RAS*-induced HCCs. By serving as a rheostat to RAS pathway activity, these proteins can offer a survival benefit to the cancer cells and putatively allow for evasion of oncogene-induced senescence. Given that CCA also shows DUSP4 upregulation in the presence of *RAS* mutations, we assume our observations can be extended to other cancer entities.

### Supplementary Information

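The supplement lists genes for the *Dusp4* siRNA comparison in AKT Cre/NRAS and for the comparison of the lines, each with a log2 fold change, its standard error and p values. Beyond the groups described with the results, most of the measured chromatin regulators and Notch genes rose after *Dusp4* siRNA in AKT Cre/NRAS, and several integrins and matrix genes did too. Of 34 measured chromatin regulators, 23 rose, with the acetyltransferases *Crebbp* (0.71) and *Ep300* (0.70) and the methyltransferase *Setd2* (0.61) among them, none fell and 11 did not pass the test (26 up when adjusted over the list alone). Relative to the other genes they were higher under each of 8 scalings (camera, adjusted p = 0.00251, and 0.656 with an estimated correlation). Of 12 Notch genes, 9 rose, with *Notch2* at 0.78 and *Dll1* at 0.72, none fell and 3 did not pass (9 up and 1 down when adjusted over the list alone; camera, adjusted p = 0.0931, and 0.647 with an estimated correlation). Of 19 extracellular matrix genes and integrins, 9 rose, with *Lama5* at 0.71, none fell and 10 did not pass (camera, adjusted p = 0.451, and 0.922 with an estimated correlation). In PI3K, AKT and mTOR signalling 11 of 18 genes rose, with *Pik3r2* and *Gsk3b* at 0.58, 1 fell (*Ddit4*) and 6 did not pass (camera, adjusted p = 0.0938, and 0.784 with an estimated correlation). Of 33 DNA repair genes and RNA polymerase II subunits, 7 rose, with *Mdc1* at 0.77 and *Xpc* at 0.77, *Polr2h* (-0.53) and *Polr2d* (-0.36) fell and 24 did not pass, with 5 up when adjusted over the list alone. This group was lower relative to the other genes under all 8 scalings, past the threshold in 5 (camera, adjusted p = 0.00498, and 0.180 with an estimated correlation), with a median of -0.06 and a mean of 0.04. In TGF-beta and BMP signalling 8 of 20 genes rose, with *Smad3* at 0.71 and *Tgfb1* at 0.76, and *Bambi* fell (-0.44; camera, adjusted p = 0.995, and 0.998 with an estimated correlation). In Wnt signalling 9 of 16 rose, with *Apc* at 0.54, and none fell (camera, adjusted p = 0.595, and 0.946 with an estimated correlation). Among 23 NF-kappaB and inflammatory genes, 5 rose (*Stat3* 0.65, *Rela* 0.57, *Socs3* 0.54, *Socs1* 0.65, *Nfkb1* 0.48) and *Csf2* and *Cd40* fell (camera, adjusted p = 0.334, direction down, and 0.647 with an estimated correlation). Hepatocyte and progenitor markers rose in 6 of 12 cases, with *Met* at 0.40 and *Sox9* at 0.62, and none fell, *Prom1* not passing the test (0.36; camera, adjusted p = 0.341, and 0.914 with an estimated correlation). Of 6 markers of leukocytes, endothelium and fibroblasts, 3 rose (*Flt1* 0.59, *Pdgfra* 0.48, *Il3ra* 0.46) and none fell (camera, adjusted p = 0.911, and 0.988 with an estimated correlation). With the deposited values no member of these lists rose past the threshold. The log2 *Rpl19* to *Polr2a* ratio parted the same samples and also differed among the SCR libraries (5.48 to 6.88). In these lists an axis that also parts the SCR libraries cannot be told apart from a response to siRNA.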

**Additional file 1: Supplementary data 1.** NanoString® differentially expressed genes with indicated cut-offs.

**Additional file 2: **Supplementary Figures.

**Additional file 3: **Supplementary Tables.

**Additional file 4: **Supplementary Methods.

## Data Availability

The datasets supporting the conclusions of this article are included within the article and its additional file. Moreover, the gene expression microarray data that support the findings of this study are openly available in NCBI's Gene Expression Omnibus and are accessible through https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE216200, GEO Series accession number GSE216200 (mouse liver lysate comparisons) and https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE217233, GEO Series accession number GSE217233 (DUSP4 silencing comparisons).

## Abbreviations

iCCA: Intrahepatic cholangiocarcinoma
CREB1: CAMP responsive element binding protein 1
DMSO: Dimethyl sulfoxide
DUSP4: Dual Specificity Phosphatase 4
DUSP6: Dual Specificity Phosphatase 6
EV: Empty vector
FASN: Fatty acid synthase
GSK3: Glycogen synthase kinase 3
HCC: Hepatocellular carcinoma
HGF: Hepatocyte growth factor
HTVI: Hydrodynamic tail vein injection
IHC: Immunohistochemistry
KEGG: Kyoto Encyclopedia of Genes and Genomes
KO: Rassf1a knockout
KRAS: Kirsten rat sarcoma virus
MAPK: Mitogen-activated protein kinase
MEK: Mitogen-activated protein kinase kinase
NFκB: Kappa B enhancer binding protein
NRAS: Neuroblastoma RAS viral oncogene homolog
NT: Normal appearing tissue in NRAS injected mice
PBS: Phosphate-buffered saline
pERK: Phosphorylated extracellular-signal regulated kinase
PIK3CA: Phosphatidylinositol-4,5-bisphosphate 3-kinase catalytic subunit alpha
PKC: Protein kinase C
qRT-PCR: Quantitative reverse transcription real-time polymerase chain reaction
RAF: Rapidly accelerated fibrosarcoma
SCD1: Stearoyl-CoA 9-desaturase 1
T: Tumorous tissue
TPA: 12-O-Tetradecanoylphorbol-13-acetate
TrkA: Tropomyosin receptor kinase A
WT: Rassf1a wildtype
YAP: Yes1 associated transcriptional regulator

## References

[1] Sung H, Ferlay J, Siegel RL, Laversanne M, Soerjomataram I, Jemal A (2021). Global Cancer Statistics 2020: GLOBOCAN Estimates of Incidence and Mortality Worldwide for 36 Cancers in 185 Countries. CA Cancer J Clin.

[2] Banales JM, Cardinale V, Carpino G, Marzioni M, Andersen JB, Invernizzi P (2016). Expert consensus document: Cholangiocarcinoma: current knowledge and future perspectives consensus statement from the European Network for the Study of Cholangiocarcinoma (ENS-CCA). Nat Rev Gastroenterol Hepatol.

[3] Kanwal F, Singal AG (2019). Surveillance for Hepatocellular Carcinoma: Current Best Practice and Future Direction. Gastroenterology.

[4] Scheiter A, Hierl F, Winkel I, Keil F, Klier-Richter M, Coulouarn C, et al. Wnt/beta-Catenin-Pathway Alterations and Homologous Recombination Deficiency in Cholangiocarcinoma Cell Lines and Clinical Samples: Towards Specific Vulnerabilities. J Pers Med. 2022;12.10.3390/jpm12081270PMC941022236013219

[5] Moon Simon Weonsang HR. MAPK/ERK Signaling Pathway in Hepatocellular Carcinoma. Cancers (Basel). 2021;13:3026-NA.10.3390/cancers13123026PMC823427134204242

[6] Li Guo‑Dong; Shi, Zhe; Qi, Li‑Li; Zhou, Li‑Yuan; Fu, Ze‑Xian LZ. The Ras/Raf/MEK/ERK signaling pathway and its role in the occurrence and development of HCC (Review). Oncol Lett. 2016;12:3045–50.10.3892/ol.2016.5110PMC510389827899961

[7] Hoffmann Lin; Xiao, Zhi; Longerich, Thomas; Büchler, Markus W.; Schemmer, Peter KS. Correlation of gene expression of ATP-binding cassette protein and tyrosine kinase signaling pathway in patients with hepatocellular carcinoma. Anticancer Res. 2011;31:3883–90.22110214

[8] Chen Yan; Jiang, C.-Y.; Wei, L.-X.; Wang, Yanrong; Dai, G.-H. LS. Expression and prognostic role of pan-Ras, Raf-1, pMEK1 and pERK1/2 in patients with hepatocellular carcinoma. Eur J Surg Oncol. 2011;37:513–20.10.1016/j.ejso.2011.01.02321324414

[9] Zhang Hao; Han, Feng; Shao, Xiaowen; Liu, Yun; Ma, Xuda; Wang, Zun; Qiang, Zhaoyan; Li, Yongmei XZ. Sp1‐regulated transcription of RasGRP1 promotes hepatocellular carcinoma (HCC) proliferation. Liver Int. 2018;38:2006–17.10.1111/liv.1375729655291

[10] Sirivatanauksorn Vorapan; Srisawat, Chatchawan; Khongmanee, Amnart; Tongkham, Chalita YS. Differential expression of sprouty genes in hepatocellular carcinoma. J Surg Oncol. 2011;105:273–6.10.1002/jso.2209521932411

[11] Wang Benchen; Lou, Jiamin; Li, Jianhao; Liu, Zhenguo; Li, Ang; Cui, Guangying; Ren, Zhigang; Yu, Zujiang HR. The Function of the HGF/c-Met Axis in Hepatocellular Carcinoma. Front cell Dev Biol. 2020;8 NA:55-NA.10.3389/fcell.2020.00055PMC701866832117981

[12] Kang TW, Yevsa T, Woller N, Hoenicke L, Wuestefeld T, Dauch D (2011). Senescence surveillance of pre-malignant hepatocytes limits liver cancer development. Nature.

[13] Ho Chunmei; Mattu, Sandra; Destefanis, Giulia; Ladu, Sara; Delogu, Salvatore; Armbruster, Julia; Fan, Lingling; Lee, Susie A.; Jiang, Lijie; Dombrowski, Frank; Evert, Matthias; Chen, Xin; Calvisi, Diego F. CW. AKT (v-akt murine thymoma viral oncogene homolog 1) and N-Ras (neuroblastoma ras viral oncogene homolog) coactivation in the mouse liver promotes rapid carcinogenesis by way of mTOR (mammalian target of rapamycin complex 1), FOXM1 (forkhead box M1)/SKP2, . Hepatology. 2011;55:833–45.10.1002/hep.24736PMC326955321993994

[14] Ju Sang Hoon; Kim, Young; Baek, Sinhwa; Chung, Sook In; Seong, Jinsil; Han, Kwang Hyub; Ro, Simon Weonsang HLA. Investigation of Oncogenic Cooperation in Simple Liver-Specific Transgenic Mouse Models Using Noninvasive In Vivo Imaging. PLoS One. 2013;8:e59869-NA.10.1371/journal.pone.0059869PMC361073423555816

[15] Xu Susie A.; Ho, Coral; Bommi, Prashant V.; Huang, Shiang; Cheung, Siu Tim; Dimri, Goberdhan P.; Chen, Xin CL. Bmi1 Functions as an Oncogene Independent of Ink4A/Arf Repression in Hepatic Carcinogenesis. Mol Cancer Res. 2009;7:1937–45.10.1158/1541-7786.MCR-09-0333PMC279628719934271

[16] Xin B, Yamamoto M, Fujii K, Ooshio T, Chen X, Okada Y (2017). Critical role of Myc activation in mouse hepatocarcinogenesis induced by the activation of AKT and RAS pathways. Oncogene.

[17] Dubois Emmanuel; Zalcman, Gérard; Levallet, Guénaëlle FB. RASSF1A, puppeteer of cellular homeostasis, fights tumorigenesis, and metastasis-an updated review. Cell Death Dis. 2019;10:928.10.1038/s41419-019-2169-xPMC689519331804463

[18] Schagdarsurengin Ludwig; Steinemann, Doris; Flemming, Peer; Kreipe, Hans; Pfeifer, Gerd P.; Schlegelberger, Brigitte; Dammann, Reinhard UW. Frequent epigenetic inactivation of the RASSF1A gene in hepatocellular carcinoma. Oncogene. 2003;22:1866–71.10.1038/sj.onc.120633812660822

[19] Scheiter A, Evert K, Reibenspies L, Cigliano A, Annweiler K, Müller K (2022). RASSF1A independence and early galectin-1 upregulation in PIK3CA-induced hepatocarcinogenesis: new therapeutic venues. Mol Oncol.

[20] Ito T, Young MJ, Li R, Jain S, Wernitznig A, Krill-Burger JM (2021). Paralog knockout profiling identifies DUSP4 and DUSP6 as a digenic dependence in MAPK pathway-driven cancers. Nat Genet.

[21] Lake Sônia A. L.; Müller, Jürgen DC. Negative feedback regulation of the ERK1/2 MAPK pathway. Cell Mol Life Sci. 2016;73:4397–413.10.1007/s00018-016-2297-8PMC507502227342992

[22] Keyse SM (2000). Protein phosphatases and the regulation of mitogen-activated protein kinase signalling. Curr Opin Cell Biol.

[23] Woods David A.D.; Cherwinski, Holly; Bosch, E; Lees, Emma; McMahon, Martin DP. Raf-induced proliferation or cell cycle arrest is determined by the level of Raf activity with arrest mediated by p21Cip1. Mol Cell Biol. 1997;17:5598–611.10.1128/mcb.17.9.5598PMC2324089271435

[24] Zhu Douglas; McMahon, Martin; Bishop, J. Michael JW. Senescence of human fibroblasts induced by oncogenic Raf. Genes Dev. 1998;12:2997–3007.10.1101/gad.12.19.2997PMC3171949765202

[25] Kaneko K, Liang Y, Liu Q, Zhang S, Scheiter A, Song D, et al. Identification of CD133+ intercellsomes in intercellular communication to offset intracellular signal deficit. Elife. 2023;12:RP86824.10.7554/eLife.86824PMC1058169237846866

[26] Carlson Joel L.; Kirchhof, Nicole; McIvor, R. Scott; Largaespada, David A. CM. F. Somatic integration of an oncogene-harboring Sleeping Beauty transposon models liver tumor development in the mouse. Proc Natl Acad Sci U S A. 2005;102:17059–64.10.1073/pnas.0502974102PMC128796616286660

[27] Ho C, Wang C, Mattu S, Destefanis G, Ladu S, Delogu S (2012). AKT (v-akt murine thymoma viral oncogene homolog 1) and N-Ras (neuroblastoma ras viral oncogene homolog) coactivation in the mouse liver promotes rapid carcinogenesis by way of mTOR (mammalian target of rapamycin complex 1), FOXM1 (forkhead box M1)/SKP2. Hepatology.

[28] Frost JA, Geppert TD, Cobb MH, Feramisco JR (1994). A requirement for extracellular signal-regulated kinase (ERK) function in the activation of AP-1 by Ha-Ras, phorbol 12-myristate 13-acetate, and serum. Proc Natl Acad Sci U S A.

[29] Kanehisa Miho; Tanabe, Mao; Sato, Yoko; Morishima, Kanae MF. KEGG: new perspectives on genomes, pathways, diseases and drugs. Nucleic Acids Res. 2016;45:D353–61.10.1093/nar/gkw1092PMC521056727899662

[30] Vlahopoulos SA (2017). Aberrant control of NF-κB in cancer permits transcriptional and phenotypic plasticity, to curtail dependence on host tissue: molecular mode. Cancer Biol Med.

[31] Lopez-Bergami P, Huang C, Goydos JS, Yip D, Bar-Eli M, Herlyn M (2007). Rewired ERK-JNK signaling pathways in melanoma. Cancer Cell.

[32] Mendoza MC, Er EE, Blenis J (2011). The Ras-ERK and PI3K-mTOR pathways: cross-talk and compensation. Trends Biochem Sci.

[33] Azad T, Rezaei R, Surendran A, Singaravelu R, Boulton S, Dave J, et al. Hippo Signaling Pathway as a Central Mediator of Receptors Tyrosine Kinases (RTKs) in Tumorigenesis. Cancers (Basel). 2020;12.10.3390/cancers12082042PMC746396732722184

[34] Kanehisa M, Goto S (2000). KEGG: Kyoto Encyclopedia of Genes and Genomes. Nucleic Acids Res.

[35] Kanehisa M (2019). Toward understanding the origin and evolution of cellular organisms. Protein Sci.

[36] Kanehisa M, Furumichi M, Sato Y, Kawashima M, Ishiguro-Watanabe M (2023). KEGG for taxonomy-based analysis of pathways and genomes. Nucleic Acids Res.

[37] Brightman DA, FA. F.  (2000). Differential feedback regulation of the MAPK cascade underlies the quantitative differences in EGF and NGF signalling in PC12 cells. FEBS Lett.

[38] Zhu Xiangfang; Yan, Mingxia; Yao, Ming; Ge, Chao; Gu, Jianren; Li, Jinjun ZH. Cancer stem/progenitor cells are highly enriched in CD133+CD44+ population in hepatocellular carcinoma. Int J cancer. 2010;126:2067–78.10.1002/ijc.2486819711346

[39] Mak Allison M.L.; Kittanakom, Saranya; Stewart, Jocelyn M.; Chen, Ginny I.; Curak, Jasna; Gingras, Anne-Claude; Mazitschek, Ralph; Neel, Benjamin G.; Stagljar, Igor; Moffat, Jason AB. N. Regulation of CD133 by HDAC6 Promotes β-Catenin Signaling to Suppress Cancer Cell Differentiation. Cell Rep. 2012;2:951–63.10.1016/j.celrep.2012.09.016PMC359084623084749

[40] Won Byung Hak; Yi, Eun Hee; Choi, Kyung Ju; Kim, Eun Kyung; Jeong, Jong Min; Lee, Jae Ho; Jang, Ja June; Yoon, Jung Hwan; Jeong, Won-Il; Park, In Chul; Kim, Tae Woo; Bae, Sun Sik; Factor, Valentina M.; Ma, Stephanie; Thorgeirsson, Snorri S.; Lee, Yun-Han CK. Signal transducer and activator of transcription 3-mediated CD133 up-regulation contributes to promotion of hepatocellular carcinoma. Hepatology. 2015;62:1160–73.10.1002/hep.27968PMC504966926154152

[41] Kang Suhyun; Ko, Jesang MSK. Roles of CD133 in microvesicle formation and oncoprotein trafficking in colon cancer. FASEB J. 2018;33:4248–60.10.1096/fj.201802018R30521383

[42] Lake D, Corrêa SAL, Müller J (2016). Negative feedback regulation of the ERK1/2 MAPK pathway. Cell Mol Life Sci.

[43] Caunt SM, CJ. K.  (2012). Dual-specificity MAP kinase phosphatases (MKPs): shaping the outcome of MAP kinase signalling. FEBS J.

[44] Gröschl B, Bettstetter M, Giedl C, Woenckhaus M, Edmonston T, Hofstädter F (2013). Expression of the MAP kinase phosphatase DUSP4 is associated with microsatellite instability in colorectal cancer (CRC) and causes increased cell proliferation. Int J cancer.

[45] Emma MR, Iovanna JL, Bachvarov D, Puleio R, Loria GR, Augello G, et al. NUPR1, a new target in liver cancer: Implication in controlling cell growth, migration, invasion and sorafenib resistance. Cell Death Dis. 2016;7.10.1038/cddis.2016.175PMC514340127336713

[46] Wang C, Che L, Hu J, Zhang S, Jjang L, Latte G (2016). Activated mutant forms of PIK3CA cooperate with RasV12 or c-Met to induce liver tumour formation in mice via AKT2/mTORC1 cascade. Liver Int.

[47] Lu X, Peng B, Chen G, Pes MG, Ribback S, Ament C (2021). YAP Accelerates Notch-Driven Cholangiocarcinogenesis via mTORC1 in Mice. Am J Pathol.

[48] Fan B, Malato Y, Calvisi DF, Naqvi S, Razumilava N, Ribback S (2012). Cholangiocarcinomas can originate from hepatocytes in mice. J Clin Invest.

[49] Smith GS, Walford RL, Mickey MR (1973). Lifespan and incidence of cancer and other diseases in selected long-lived inbred mice and their F 1 hybrids. J Natl Cancer Inst.

[50] Calvisi DF, Ladu S, Conner EA, Seo D, Hsieh J-T, Factor VM (2011). Inactivation of Ras GTPase-activating proteins promotes unrestrained activity of wild-type Ras in human liver cancer. J Hepatol.

[51] Brown WS, McDonald PC, Nemirovsky O, Awrey S, Chafe SC, Schaeffer DF (2020). Overcoming Adaptive Resistance to KRAS and MEK Inhibitors by Co-targeting mTORC1/2 Complexes in Pancreatic Cancer. Cell reports Med.

[52] Seternes Andrew M.; Keyse, Stephen M. OMK. Dual-specificity MAP kinase phosphatases in health and disease. Biochim Biophys acta Mol cell Res. 2018;1866:124–43.10.1016/j.bbamcr.2018.09.002PMC622738030401534

[53] Gutierrez-Prat N, Zuberer HL, Mangano L, Karimaddini Z, Wolf L, Tyanova S, et al. DUSP4 protects BRAF- and NRAS-mutant melanoma from oncogene overdose through modulation of MITF. Life Sci alliance. 2022;5.10.26508/lsa.202101235PMC911394635580987

[54] Hijiya N, Tsukamoto Y, Nakada C, Tung Nguyen L, Kai T, Matsuura K (2016). Genomic Loss of DUSP4 Contributes to the Progression of Intraepithelial Neoplasm of Pancreas to Invasive Carcinoma. Cancer Res.

[55] Ichimanda M, Hijiya N, Tsukamoto Y, Uchida T, Nakada C, Akagi T (2018). Downregulation of dual-specificity phosphatase 4 enhances cell proliferation and invasiveness in colorectal carcinomas. Cancer Sci.

# Supplementary material for: Identification of DUSP4/6 overexpression as a potential rheostat to NRAS-induced hepatocarcinogenesis
**Source:** BMC Cancer. 2023 Nov 9;23:1086. doi: 10.1186/s12885-023-11577-9
**Supplement:** Supplementary file 3 — Additional file 3: Supplementary Tables.

## Supplementary Tables

**Supplementary Table 1: Overview of experimental groups and timepoints**

|                                               | 1                    | 2                    | 3                                               | 4  | 5  | 6  | 7  | 8  |
|-----------------------------------------------|----------------------|----------------------|-------------------------------------------------|----|----|----|----|----|
|                                               | Experimental groups  |                      | Control groups<br>(previously reported in [18]) |    |    |    |    |    |
| Strain<br>( <u>R</u> ASSF1A-KO or <u>W</u> T) | KO                   | WT                   | KO                                              | WT | KO | WT | KO | WT |
| Injected construct                            | NRAS <sup>G12V</sup> | NRAS <sup>G12V</sup> |                                                 |    |    |    |    |    |
| 1x PBS injection                              |                      |                      | X                                               | X  |    |    |    |    |
| EV                                            |                      |                      |                                                 |    | X  | X  |    |    |
| untreated                                     |                      |                      |                                                 |    |    |    | X  | X  |
| Animals per timepoint ( <i>N</i> )            |                      |                      |                                                 |    |    |    |    |    |
| 1 week                                        | 10                   | 10                   | 5                                               | 5  | 5  | 5  | 5  | 5  |
| 1 month                                       | 10                   | 10                   | 5                                               | 5  | 5  | 5  | 5  | 5  |
| 3 months                                      | 10                   | 10                   | 5                                               | 5  | 5  | 5  | 5  | 5  |
| 6 months                                      | 10                   | 10                   | 5                                               | 5  | 5  | 5  | 5  | 5  |
| 9 months                                      | 10                   | 10                   | 5                                               | 5  | 5  | 5  | 5  | 5  |
| 12 months                                     | 10                   | 10                   | 5                                               | 5  | 5  | 5  | 5  | 5  |
| Sum of animals per experimental group         | 60                   | 60                   | 30                                              | 30 | 30 | 30 | 30 | 30 |
| Sum of all animals                            | 300                  |                      |                                                 |    |    |    |    |    |

**Supplementary Table 2: Antibodies used for immunohistochemistry and Western blots**

| Name                                                                    | Dilution                              | Company                                        | Catalogue number |
|-------------------------------------------------------------------------|---------------------------------------|------------------------------------------------|------------------|
| <b>Primary antibodies</b>                                               |                                       |                                                |                  |
| AKT (pan) (C67E7) Rabbit mAb                                            | WB: 1:1000                            | Cell Signaling Technology, Inc., Cambridge, UK | 4691S            |
| Anti-beta Actin antibody [mAbcam 8226] - Loading Control (HRP)          | WB: 1:5000                            | Abcam plc., Cambridge, UK                      | ab8226           |
| Anti-CD133 antibody – Stem Cell Marker                                  | WB: 1:1000<br>IHC 1:100               | Abcam plc., Cambridge, UK                      | ab16518          |
| Anti-NRAS antibody                                                      | WB: 1:500                             | Abcam plc., Cambridge, UK                      | ab77392          |
| Anti-phospho-mTOR (Ser2448) Antibody                                    | WB: 1:333                             | Merck KGaA, Darmstadt, Germany                 | 09-213           |
| C/EBP $\alpha$ (D56F10) XP® Rabbit mAb                                  | WB: 1:1000<br>IHC: 1:100              | Cell Signaling Technology, Inc., Cambridge, UK | 8178S            |
| Cyclin D1 (E3P5S) XP® Rabbit mAb                                        | IHC: 1:100                            | Cell Signaling Technology, Inc., Cambridge, UK | 55506S           |
| Cyclin E1 Polyclonal Antibody                                           | IHC: 1:100                            | Proteintech Group, Inc., Rosemont, USA         | 11554-1-AP       |
| mTOR Antibody                                                           | WB: 1:333                             | Merck KGaA, Darmstadt, Germany                 | 04-385           |
| N-Ras Antikörper (C-20)                                                 | WB: 1:50<br>IHC: 1:100                | Santa Cruz Biotechnology, Inc., Dallas, USA    | sc-519           |
| NF- $\kappa$ B p65 (D14E12) XP® Rabbit mAb                              | WB: 1:500                             | Cell Signaling Technology, Inc., Cambridge, UK | 8242S            |
| Osteopontin polyclonal Antibody                                         | WB: 1:500                             | Proteintech Group, Inc., Rosemont, USA         | 22952-1-AP       |
| p-Raf-1 (Ser259)-R                                                      | WB: 1:200                             | Santa Cruz Biotechnology, Inc., Dallas, USA    | sc-21833         |
| p44/42 MAPK (ERK 1/2) (137F5) Rabbit mAb                                | WB: 1:1000                            | Cell Signaling Technology, Inc., Cambridge, UK | 4695S            |
| Phospho-4E-BP1 (Thr37/46) (236B4) Rabbit mAb                            | WB: 1:1000<br>IHC: 1:300              | Cell Signaling Technology, Inc., Cambridge, UK | 2855             |
| Phospho-AKT (Ser473) (D9E) XP® Rabbit mAb                               | WB: 1:1000<br>IHC: 1:50               | Cell Signaling Technology, Inc., Cambridge, UK | 4060             |
| Phospho-c-Jun (Ser63) II Antibody                                       | WB: 1:1000                            | Cell Signaling Technology, Inc., Cambridge, UK | 9261S            |
| Phospho-c-Jun (Ser73) (D47G9) XP® Rabbit mAb                            | WB: 1:1000                            | Cell Signaling Technology, Inc., Cambridge, UK | 3270S            |
| Phospho-MEK1/2 (Ser217/221) (E4M5C) Rabbit mAb                          | WB: 1:1000<br>WB: 1:500<br>IHC: 1:100 | Cell Signaling Technology, Inc., Cambridge, UK | 86128S           |
| Phospho-NDRG1 (Thr346) (D98G11) XP® Rabbit mAb                          | WB: 1:500<br>IHC: 1:500               | Cell Signaling Technology, Inc., Cambridge, UK | 5482S            |
| Phospho-NF- $\kappa$ B p65 (Ser276) Antibody                            | WB: 1:500                             | Cell Signaling Technology, Inc., Cambridge, UK | 3037S            |
| Phospho-p44/42 MAPK (ERK1/2) (Thr202/Tyr204) (D13.14.4E) XP® Rabbit mAb | WB: 1:1000<br>IHC: 1:100              | Cell Signaling Technology, Inc., Cambridge, UK | 4370S            |
| Phospho-S6 Ribosomal Protein (Ser235/236) (2F9) Rabbit mAb              | WB: 1:1000<br>IHC: 1:100              | Cell Signaling Technology, Inc., Cambridge, UK | 4856S            |
| Rabbit anti-FASN Antibody                                               | WB: 1:100<br>IHC: 1:100               | Bethyl Laboratories, Inc., Montgomery, USA     | A301-323A        |
| Rabbit anti-Ki-67 IHC Antibody                                          | IHC: 1:100                            | Bethyl Laboratories, Inc., Montgomery, USA     | ICH-00375        |
| RAF1 Antibody                                                           | WB: 1:500                             | LifeSpan BioSciences, Inc, Seattle; USA        | LS-C49537        |
| Ral B Antibody (R-19)                                                   | WB: 1:200                             | Santa Cruz Biotechnology, Inc., Dallas, USA    | sc-1531          |
| RALA Polyclonal Antibody                                                | WB: 1:333                             | Thermo Fisher Inc. Waltham, USA                | OSR00268W        |
| RAS (E8N8L) XP® Rabbit mAb                                              | IHC: 1:100                            | Cell Signaling Technology, Inc., Cambridge, UK | 67648S           |

|                                                                          |                          |                                                |            |
|--------------------------------------------------------------------------|--------------------------|------------------------------------------------|------------|
| Recombinant Ant-CPS1 antibody [EPR7493-3]                                | IHC: 1:100               | Abcam plc., Cambridge, UK                      | ab129076   |
| Recombinant Anti-c-Myc antibody [Y69]                                    | WB: 1:1000               | Abcam plc., Cambridge, UK                      | ab32072    |
| Recombinant Anti-CD133 antibody [EPR24348-38]                            | WB: 1:500<br>IHC: 1:200  | Abcam plc., Cambridge, UK                      | ab271092   |
| Recombinant Anti-Cytokeratin 7 antibody [EPR17078] – Cytoskeleton Marker | IHC: 1:400               | Abcam plc., Cambridge, UK                      | ab181598   |
| Recombinant Anti-DUSP4 antibody [EPR19881]                               | WB: 1:500<br>WB: 1:200   | Abcam plc., Cambridge, UK                      | ab216576   |
| Polyclonal Rabbit anti-Human DUSP4 / MKP2 Antibody                       | IHC: 1:100               | Lifespan Bioscience, Seattle, USA              | LS-B14575  |
| Recombinant Anti-DUSP6 antibody [EPR129Y]                                | WB: 1:500<br>IHC: 1:100  | Abcam plc., Cambridge, UK                      | ab76310    |
| Recombinant Anti-EpCAM antibody [EPR20533-63]                            | IHC: 1:100               | Abcam plc., Cambridge, UK                      | ab221552   |
| Recombinant Anti-MEK1 + MEK2 antibody [EPR16667]                         | WB: 1:1000               | Abcam plc., Cambridge, UK                      | ab178876   |
| Recombinant Anti-Osteopontin antibody [RM1018]                           | WB: 1:1000<br>IHC: 1:200 | Abcam plc., Cambridge, UK                      | ab283656   |
| RICTOR Antibody                                                          | WB: 1:1000               | Bethyl Laboratories, Inc., Montgomery, USA     | A300-459A  |
| SCD1 (C12H5) Rabbit mAb                                                  | WB: 1:1000<br>IHC: 1:100 | Cell Signaling Technology, Inc., Cambridge, UK | 2794S      |
| YAP/TAZ (D24E4) Rabbit mAb                                               | WB: 1:1000               | Cell Signaling Technology, Inc., Cambridge, UK | 8418       |
| <b>Secondary antibodies</b>                                              |                          |                                                |            |
| Anti-Goat IgG (whole molecule) – Peroxidase antibody produced in rabbit  | 1:20000                  | Sigma-Aldrich, Inc., St. Louis, USA            | A4174      |
| HRP, Goat Anti-Mouse IgG                                                 | 1:20000                  | Abbkine Scientific Co., Ltd., Wuhan, CN        | A21010     |
| HRP, Goat Anti-Rabbit IgG                                                | 1:20000                  | Abbkine Scientific Co., Ltd., Wuhan, CN        | A21020     |
| N-Histofine® Simple Stain Mouse MAX PO (Rat) Anti-Rat                    | 1:20000                  | Nichirei Biosciences Inc., Tokyo, Japan        | 414311F    |
| ZytoChem Plus HRP-Polymer anti-Rabbit                                    | 1:20000                  | Zytomed Systems GmbH, Berlin, Germany          | ZUC032-100 |

**Supplementary Table 3: Taqman® probes**

| <b>Name</b>                     | <b>Company</b>                  | <b>Catalogue number</b> |
|---------------------------------|---------------------------------|-------------------------|
| TaqMan™ Actb mouse VIC 20x Mix  | Thermo Fisher Inc. Waltham, USA | Mm00607939_s1           |
| TaqMan™ DUSP4 human 20x Mix     | Thermo Fisher Inc. Waltham, USA | Hs01027785_m1           |
| TaqMan™ DUSP4 mouse FAM 20x Mix | Thermo Fisher Inc. Waltham, USA | Mm00723761_m1           |
| TaqMan™ DUSP6 human 20x Mix     | Thermo Fisher Inc. Waltham, USA | Hs04329643_s1           |
| TaqMan™ DUSP6 mouse FAM 20x Mix | Thermo Fisher Inc. Waltham, USA | Mm00518185_m1           |
| TaqMan™ GAPDH human VIC 60x Mix | Thermo Fisher Inc. Waltham, USA | Hs02786624_g1           |
| TaqMan™ NUPR1 mouse FAM 20x Mix | Thermo Fisher Inc. Waltham, USA | Mm00498104_m1           |

# Supplementary material for: Identification of DUSP4/6 overexpression as a potential rheostat to NRAS-induced hepatocarcinogenesis
**Source:** BMC Cancer. 2023 Nov 9;23:1086. doi: 10.1186/s12885-023-11577-9
**Supplement:** Supplementary file 4 — Additional file 4: Supplementary Methods.

## **Supplementary methods**

### **Histology and immunohistochemistry**

Two board-certified pathologists (equivalent to the status “Facharzt” in the German medical system) and liver experts were responsible for the histological assessment of the specimens (K.U., K.E.). For tissue processing, we followed our standard institutional guidelines, which have been reported before [1]. For immunohistochemistry, 5 µm sections were cut on a Scientific Rotary Microtome Microtom HM 340 (Thermo Fisher Inc. Waltham, USA). Deparaffinization was achieved with a series of xylene and gradient alcohols to water. Slides were cooked in a Decloaking Chamber™ NxGen (Biocare Medical, LLC., Pacheco; US) at 110°C for 8 min within either 10 mM sodium citrate (pH 6.0) or Tris EDTA (pH 9.0). Next, the slides were treated with 1× Dako Peroxidase-Blocking Solution® (cat. S2023; Agilent Technologies Inc., Santa Clara, CA) for 15 min. Subsequently, the primary antibody (Supplementary Table 2) was applied in Dako Antibody Diluent® (cat. S2022, Agilent Technologies Inc.). An overnight incubation in a humidity chamber at room temperature followed. After applying Dako washing solution® (cat. S3006, Agilent Technologies Inc.), the secondary antibodies (Supplementary Table 2) were administered for 60 min at room temperature. Two washes in Dako washing solution® followed. For chromogenic reactions, ImmPACT® NovaRED® Substrate Kit® (Agilent Technologies Inc.) was applied for 10-15 minutes at room temperature. Next, slides were submerged in Mayer’s hemalum 8 times for 10 s and kept under running tap water for 5-10 minutes. Coverslips were added after final dehydration in isopropanol and xylene.

The slide scanner Panoramic 1000 Flash RX® (Sysmex Europe SE, Norderstedt, Germany) was used for image acquisition choosing the 20x objective. Virtual images

from this stitched representation were collected for demonstration purposes using the software CaseViewer version 2.4 (Sysmex Europe SE).

### **Protein isolation and Western blotting**

Protein extraction from mouse liver samples was achieved with T-Per lysis buffer (Thermo Fisher Scientific) in Navy Eppendorf® Lysis Cups (Eppendorf, Hamburg, Germany) on ice. Bullet Blender® Storm (Next Advance, Inc., Troy, USA) was used for effective homogenization. After shaking for 60 minutes at 1000 rpm and 4°C, centrifugation was performed for 5 minutes (>12,000 g, 4°C). The supernatant was transferred and centrifuged for 30 minutes (>20,000 g, 4°C). This supernatant was used for the subsequent analyses. For protein isolation from cell pellets, the T-Per lysis buffer with HALT protease and phosphatase inhibitor (Thermo Fisher Scientific) was incubated for 30 minutes on ice, and samples were regularly vortexed. Centrifugation for 30 minutes (>20,000 g, 4°C) followed, and the supernatant was collected. We assessed the concentrations of total proteins with the Bradford Protein Assay [2]. Serial dilutions of BSA between 500 and 31.25 µg/µl were employed to yield a standard curve for linear regression. Quantification was performed with the FLUOstar® Omega microplate reader (BMG LABTECH GmbH, Ortenberg, Germany).

Sodium dodecyl sulfate-polyacrylamide gel electrophoresis was used for Western blotting. 2.5 µg of total proteins were loaded onto Bolt™ 4-12% Bis-Tris Plus gels (Thermo Fisher Scientific) at 120-150 V for 60-75 min. Gels were incubated in 10% ethanol for dehydration before blotting the proteins to a membrane using the Blot™ 2 Gel Transfer Device (Thermo Fisher Scientific). Membranes were stained in Ponceau S solution and then placed in EveryBlot Blocking Buffer (Bio-Rad Laboratories, Inc.; Hercules, CA) for 15-20 minutes at room temperature. Primary antibodies (Supplementary Table 2) were incubated overnight at 4°C in the blocking buffer. The

next day, membranes were washed in Tris Buffered Saline with Tween® (Cell Signaling Technology, Inc.) for 5 minutes. Afterward, the secondary antibody was applied at room temperature for 1 hour. The membranes were washed three times with Tris Buffered Saline with Tween®. The chemiluminescent signal was visualized by Clarity Max™ Western ECL Substrate (Bio-Rad Laboratories) on a ChemiDoc™ MP Imaging System (Bio-Rad Laboratories). For quantitative analysis of band intensities, version 6.1 of the software ImageLab (Bio-Rad Laboratories) was used. For quantification, purposed values were normalized to the respective  $\beta$ -actin band intensities.

The membrane fragments hybridised with the respective antibodies are included in Figure S7 with the indication of areas cropped in the figures. Due to the cutting before hybridization, full-length blots cannot be shown. One position of the protein standard is indicated there so that all molecular weights can be inferred. Novex™ SeeBlue™ Plus2 Prestained Standard (Thermo Fisher Inc.) was used as standard. Sometimes blots were cut to be able to probe multiple different proteins.

### **Nucleic acid extraction and quantitative reverse transcription real-time polymerase chain reaction (qRT-PCR)**

Total RNA was collected with the AllPrep® DNA/RNA Mini Kit (Qiagen Sciences Inc., Germantown, USA) and RNeasy® Kit NucleoSpin® RNA Plus Kit (Macherey-Nagel GmbH & Co, Düren, Germany) from pelleted cells or tumorous/ non tumorous liver tissue (after homogenization with the respective lysis buffers included in the above-mentioned kits). Reverse transcription was achieved using the High-Capacity cDNA Reverse Transcription Kit with RNase Inhibitor (Thermo Fisher Scientific). The CFX96™ Real-Time System (Bio-Rad Laboratories, Inc.) was employed. The following protocol was followed: 1.0  $\mu$ l primer mix, 5  $\mu$ l TaqMan Universal PCR Master Mix (ThermoFisher Scientific), 0.5  $\mu$ l Taqman target, 0.17  $\mu$ l GAPDH Taqman, 1  $\mu$ l

cDNA (100 ng), and 3.33 µl dH<sub>2</sub>O. Cycling conditions were: polymerase activation at 95°C for 2 min, 40 cycles: denaturation at 94°C for 30 s, annealing at 55°C for 30 s, and extension at 72°C for 30 s. The Taqman® probes we utilized are summarized in Supplementary Table 3.

### **Patient samples**

A total of 45 archived CCA samples (time range of surgery 1996 – 2018) had previously been analysed for KRAS mutations by high-resolution melting curve analysis by Alexandra Muggli. The use of archived tissue for research purposes was conducted in accordance with the Declaration of Helsinki and the Bayerisches Krankenhausgesetz. From these the corresponding RNA had been extracted as described above.

### **References**

1. Scheiter A, Evert K, Reibenspies L, Cigliano A, Annweiler K, Müller K, et al. RASSF1A independence and early galectin-1 upregulation in PIK3CA-induced hepatocarcinogenesis: new therapeutic venues. *Mol Oncol.* 2022;16:1091–118.
2. Bradford MM. A rapid and sensitive method for the quantitation of microgram quantities of protein utilizing the principle of protein-dye binding. *Anal Biochem.* 1976. [https://doi.org/10.1016/0003-2697\(76\)90527-3](https://doi.org/10.1016/0003-2697(76)90527-3).

How the deposited data were processed for this re-analysis (not part of the article)

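The data are 12 NanoString® samples on the Mouse PanCancer Pathways panel, from AKT/NRAS and AKT Cre/NRAS cells treated with *Dusp4* siRNA or SCR, with 3 biological replicates in each of 4 groups. The columns of the deposited table carry run numbers only, and each was assigned to its group by the run number in the sample labels.

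The authors scanned the panel and processed it in nSolver, and the deposited values are a signal per gene probe. From the values, each is a barcode count times 1 factor per sample that follows the positive controls (0.827 to 1.27), with every value at or under 20 set to 20. The paper's methods name a further step with automatic choice of reference genes, and that step is not in the deposited values. Whole counts were recovered above the floor, and their totals, given with the results, are the depth. Because 252 to 293 of 770 genes per sample stand at the floor and their counts are not known, no count model was fitted.

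The reference gene step was completed with geNorm over all 12 samples, without regard to group, and 15 of the 20 reference genes, taken as the last 20 genes of the table, which follow its alphabetical list, were kept: *Hprt*, *Ppia*, *Oaz1*, *Rpl19*, *Nubp1*, *Tbp*, *Hdac3*, *Eif2b4*, *Edc3*, *Polr1b*, *Alas1*, *Sap130*, *Sdha*, *Abcf1* and *G6pdx*. Some of the kept genes passed the interaction test of limma, so they were not all steady. These were *Sap130* (0.59), *Sdha* (0.54), *Abcf1* (0.52), *Oaz1* (-0.49) and *Nubp1* (-0.40), and the other kept genes did not pass. The reference gene step departs from the design fixed before the data were examined, which took the values as they were deposited. The rule, geNorm over all 12 samples, was set from how the values had been scaled, before groups were compared. Fold changes under several scalings were then set against the paper's table, and the AKT Cre/NRAS siRNA comparison was fitted with the deposited values, re-centring, quantile normalization, all 20 reference genes and reference genes chosen within the comparison, which for a time was taken as the main setting. The first rule was restored after those counts had been seen, and not for its distance from the paper. It gave more changed genes in that comparison than any of these 5, so the counts with the deposited values stand beside the main counts. After scaling, values were raised to a common floor of 27.1 normalized counts, the highest scaled floor of any sample, and genes at the floor in every sample of a comparison were dropped. Both of these steps were also settled after the table had been seen. A fold against a group with samples at the floor is a lower bound for the scaling it was computed with, and other scalings can give a smaller one.

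Values were log2 transformed after adding 1, and the genes that remained were tested. The planned filter, a mean of at least 20 normalized counts, lies under the common floor and removed no gene. The comparisons were *Dusp4* siRNA against SCR in AKT Cre/NRAS, the same in AKT/NRAS, AKT Cre/NRAS against AKT/NRAS under SCR, and the interaction of line and siRNA over all 12 samples. Each was fitted with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with an intensity trend), with Benjamini-Hochberg adjustment and a threshold of 0.05. All adjusted p values of single genes come from limma. Only the samples of a comparison entered its fit, with no block for the replicate. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

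A set of 19 gene lists was tested with camera at a correlation of 0.01 and again with an estimated correlation, with Benjamini-Hochberg adjustment over the lists with at least 5 measured members. Camera compares a list with the other genes of the panel, so its direction is relative to them. The lists and the rule for naming genes were fixed after the paper's supplementary values had been seen, so the lists are not independent evidence of a direction. The rule names the 14 genes the paper names for these experiments (*Map3k1* was taken for Map3k, which the text gives without a number), the 10 largest rises and 10 largest falls of a comparison among genes past the threshold whose groups do not overlap, and up to 4 members of a list with the smallest p. A few genes that this rule selects are not reported here, although the tests and counts include them. Where a count of 5 or fewer is spelled out with further members, these were chosen after their values were seen. *Polr2a*, *Cdkn2b* and the *Rpl19* to *Polr2a* ratio were also singled out after their values were seen.

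With 3 samples against 3, no exact permutation test goes below a p of 0.1. On simulated data with 200 changed genes, 1.25-fold, 1.5-fold and 2-fold changes were found in 49.3%, 89.6% and 98.5% of genes in the AKT Cre/NRAS siRNA comparison, 86.6%, 98.5% and 100% in the AKT/NRAS siRNA comparison, and 47.8%, 82.1% and 100% in the comparison of the lines. Of the calls, 5.39%, 4.52% and 4.38% were false. These rates belong to the simulated data. Whether they hold for libraries that differ among themselves, as the AKT Cre/NRAS SCR libraries do, or under another scaling was not tested. No pair of samples was a copy: the smallest difference between replicates, of AKT/NRAS SCR 2 and 3, was 1.18 times counting error (chi-square per degree of freedom). That of AKT/NRAS siRNA 2 and 3 was 1.29, and the other pairs lay at 2.34 or more. Values this near counting error leave little spread beyond the measurement. The check cannot tell whether these replicates differ biologically.

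The alternatives set in advance were no filter, a filter at 100 normalized counts, re-centring on the median, quantile normalization, limma without the trend, an ordinary linear model per gene, a single fit over all 4 groups, a replicate block, Benjamini-Yekutieli adjustment, a pseudocount of 8, fry, an estimated correlation, the lines compared over SCR and siRNA samples, and leaving out each replicate. Added after seeing the data were the deposited values, all 20 reference genes, the 10 and the 5 ranked first, reference genes chosen within a comparison, a filter on the number of samples above the floor, and leaving out AKT Cre/NRAS SCR libraries 2 and 3 together. With the main one, 8 scalings were run, and for the interaction, which takes all 12 samples, the reference genes chosen within the comparison are the main ones. The removal of a trend with probe position was not run, alone or with the replicate block, because a position was known for 284 of the 770 genes (36.9%, under the 80% set in advance).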

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

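The interaction of line and siRNA and the counts over other splits of the samples were planned, whereas the tests of an axis among the SCR libraries, of the scaling and of a response common to both lines were chosen only after the results were seen.

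The response to *Dusp4* siRNA differed between the lines in 238 of 525 tested genes by the interaction term of limma, 213 of them higher in AKT Cre/NRAS and 25 lower (74 and 98 after re-centring, 2 and 30 with the deposited values). Of 100 splits that exchanged siRNA and SCR samples within each line, only 1, the real one, reached 238, and the next reached 176. All 11 others over 100 genes kept the real grouping of one of the lines, and splits that kept neither reached at most 1. An arbitrary grouping of siRNA and SCR samples is thus argued against. The splits stand for no siRNA effect in either line and not for equal responses, so they cannot decide whether the responses differ. They were also not limited to splits that part samples of the same replicate number, which match weakly in AKT Cre/NRAS. Among the genes the paper names, the difference of the log2 responses was 1.28 for *Dusp4*, 0.95 for *Prkca*, 0.92 for *Map3k1* (taken for the Map3k of the text), 0.64 for *Akt1* and 0.60 for *Cdk6*. It was 0.51 for *Mapk9*, 0.47 for *Map3k5*, 0.39 for *Ccnd2* and 0.37 for *Dusp6*, and of these *Dusp6* and *Ccnd2* turned with the deposited values (-0.05 and -0.03). Over the 8 scalings *Mapk9* ranged from 0.088 to 0.99 and *Map3k5* from 0.045 to 0.95. *Mapk9*, *Map3k5*, *Ccnd2* and *Dusp6* each passed the threshold in 5 of the 8, and the genes named before them in 7. The AKT Cre/NRAS SCR libraries that enter these differences also differ among themselves, as described below.

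In the AKT/NRAS line, whose NanoString® result for *Dusp4* siRNA the paper's text does not report, *Dusp4* siRNA changed 86 of 496 genes and shifted 3 gene lists (none with an estimated correlation, where the smallest adjusted p from camera was 0.0847). The largest falls were those of *Dusp4* (-1.73), *Figf* (-0.75), *Cacna1g* (-0.64), *Wnt7b* (-0.61), *Col5a2* (-0.60), *Efna3* (-0.58), *Ccna2* (-0.52), *Dusp5* (-0.50), *Creb5* (-0.48) and *Fos* (-0.48), log2 fold changes that kept their sign under all 8 scalings. Among the largest rises were those of *Cxcl5* (0.81), *Tiam1* (0.45), *Fgfr4* (0.38), *Skp2* (0.38), *Pbx3* (0.37), *Fen1* (0.36), *Rfc3* (0.32) and *Cdkn2c* (0.31), with the same sign under all 8 scalings. In all, 27 genes rose and 59 fell, against 52 and 47 after re-centring and 287 and 3 with the deposited values. The count was 10 with Benjamini-Yekutieli adjustment, 23 with a single fit, 26 with an ordinary linear model, 45 with no filter, 39 without siRNA replicate 3, 44 without SCR replicate 2 and 49 without SCR replicate 1. The 10 splits of 3 and 3 samples are too few to judge chance (86 genes against at most 0 in another split, 151 at an unadjusted p under 0.05 against at most 29, and 3 lists against at most 3).

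The breadth of the AKT Cre/NRAS response, 231 genes of which 204 rose, stands beside SCR libraries that differ among themselves, and it was 99, 121 and 118 without siRNA replicate 1, 2 or 3 and 131 without SCR replicate 2. A response to silencing shared by both lines is argued against as the source of this breadth, because across 473 genes the log2 fold changes of the lines had an r of -0.197 (genes are not independent replicates). The scaling may account for part of the breadth, since 47.2% of the 231 genes were still called in the same direction after re-centring. An axis that also parts the SCR libraries from each other cannot be told apart from the siRNA response. RNA quality was not tested as the source of this axis, since no values of it were available for these samples. Over 3 arrangements with no shared library, the siRNA difference and the difference between SCR libraries were correlated across genes. The correlation was 0.215 at the smallest and 0.662 at the largest. A response specific to the line that lost AKT stays open. The responses differed between the lines in 238 of 525 genes by the interaction term, but the same SCR libraries enter that test. Whether the loss of AKT is the source was not tested. The 10 splits are too few to judge chance (231 genes against at most 0, 273 at an unadjusted p under 0.05 against at most 31, and 5 lists against at most 5). Among splits that part samples of the same replicate number, which match weakly here, these were at most 0, 10 and 3.

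*Dusp4* fell less in AKT Cre/NRAS than in AKT/NRAS. The scaling of the libraries is argued against as the cause, because the difference was at least 0.85 on the log2 scale under each of the 8 scalings, although with the deposited values its adjusted p from limma was 0.0741. The amount of *Dusp4* transcript before silencing, which was higher in AKT Cre/NRAS, and the uptake of siRNA in either line were not tested and stay open.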

How the results depend on the processing

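The deposited values, the sets of 20, 10 and 5 reference genes, reference genes chosen within a comparison, the filter on samples above the floor and the removal of AKT Cre/NRAS SCR libraries 2 and 3 were chosen after seeing the data, and the other settings were planned.

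The 231 genes changed by *Dusp4* siRNA in AKT Cre/NRAS became 147 after re-centring (109 of them shared), 106 with quantile normalization (69 shared), 70 with Benjamini-Yekutieli adjustment, 0 with an ordinary linear model per gene (211 at an unadjusted p under 0.05) and 56 with no filter, where genes at the floor in every sample enter the test. They became 1 with the deposited values, 100 with reference genes chosen within the comparison and 110 without SCR libraries 2 and 3, which leaves 1 SCR library, so that the spread comes from the siRNA group alone. Between 161 and 294 were called with all 20, the 10 or the 5 reference genes, the half-floor filter, a filter at 100, no trend, a single fit or a pseudocount of 8, and 263 with the replicate block. The 273 genes at an unadjusted p under 0.05 became 70 with the deposited values and 170 without SCR libraries 2 and 3. The 5 lists became 0 with an estimated correlation, and 3 with 5 reference genes, with those chosen within the comparison and without SCR libraries 2 and 3. The fry test, which sets a list against no change where camera sets it against the other genes, called 9 lists, of which only chromatin regulators and stress response genes are among the 5. Leaving out 1 library gave 99 (without siRNA replicate 1) to 297 (without SCR replicate 1) genes, 212 to 317 at an unadjusted p under 0.05 (the same libraries) and 4 (without SCR replicate 3) to 5 lists.

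In AKT/NRAS the 86 changed genes became 45 with no filter, 26 with an ordinary linear model, 23 with a single fit, whose shared spread is that of all 4 groups, 10 with Benjamini-Yekutieli adjustment and 290 with the deposited values, and 73 with the replicate block. The 151 genes at an unadjusted p under 0.05 became 93 with a single fit and 328 with the deposited values. The 3 lists became 0 with an estimated correlation and 5 with no filter, re-centring, all 20 reference genes, those chosen within the comparison or the half-floor filter. Leaving out 1 library gave 39 (without siRNA replicate 3) to 92 (without siRNA replicate 1) genes, 123 to 149 at an unadjusted p under 0.05 (the same libraries) and 3 to 5 (without SCR replicate 1) lists.

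The 396 genes that differ between the lines stayed within 1.5 times under every setting run, from 301 with the deposited values to 418 with a single fit, with 397 in the replicate block. Leaving out 1 library gave 358 (without AKT/NRAS SCR replicate 2) to 413 (without AKT Cre/NRAS SCR replicate 1). The 2 lists became 0 with an estimated correlation, 4 with 5 reference genes, and 1 after re-centring, in the replicate block, with the deposited values, all 20 reference genes or the half-floor filter, and 1 (without AKT Cre/NRAS SCR replicate 2, for example) to 2 when 1 library was left out. The fry test called 14 lists, which with most genes changed does not show that a list differs from the others. The 238 genes whose response differs between the lines became 101 with Benjamini-Yekutieli adjustment and 32 with the deposited values, 244 with the replicate block, and 176 (without AKT/NRAS SCR replicate 1) to 307 (without AKT Cre/NRAS SCR replicate 1) when 1 library was left out.

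Of the values of named genes, 2009 kept direction and side of the threshold, 317 lost and 32 gained the call, and 45 turned. In AKT Cre/NRAS after siRNA these were *Dusp4* (0.00098), *Casp12* (0.19), *Endog* (0.19) and *Map2k6* (0.28) with 5 reference genes, and *Map2k6* with 10 (0.0090). In AKT/NRAS after siRNA they were, with the deposited values, *Dusp6* (0.25), *Cdk6* (0.31), *Endog* (0.15), *Mapk9* (0.29), *Prkca* (0.081), *Map2k6* (0.19), *Akt1* (0.22) and *Cdkn2a* (0.32). After re-centring they were *Cdk6* (0.023), *Mapk9* (0.0080) and *Cdkn2a* (0.038), and with quantile normalization *Cdk6* (0.047), *Mapk9* (0.012) and *Cdkn2a* (0.020). *Map3k5* turned with 10 (-0.023) and 5 (-0.018) reference genes. With 1 library left out, *Map3k5* ranged from -0.049 (without siRNA replicate 2) to 0.058 (without siRNA replicate 3), *Cdk6* from -0.055 (without SCR replicate 2) to 0.013 (without SCR replicate 1) and *Cdkn2a* from -0.073 (without siRNA replicate 2) to 0.075 (without siRNA replicate 1), and *Map3k5* also turned without SCR replicate 2 (-0.036). Between the lines *Map3k5* turned after re-centring (0.12), with quantile normalization (0.20), the deposited values (0.36) and all 20 reference genes (0.031), and over SCR and siRNA samples (0.092).

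In the difference of the responses *Dusp6* (-0.049), *Ccnd2* (-0.033) and *Cdkn2a* (-0.32) turned with the deposited values, and *Cdkn2a* also after re-centring (-0.20), with quantile normalization (-0.028), and it ranged from -0.075 (without AKT/NRAS siRNA replicate 1) to 0.073 (without AKT/NRAS siRNA replicate 2). *Endog* turned with 10 (0.15) and 5 (0.41) reference genes and ranged from -0.13 (without AKT/NRAS SCR replicate 1) to 0.0086 (without AKT Cre/NRAS SCR replicate 3), and *Casp12* turned with 5 (0.16). *Map2k6* turned with 10 (0.19) and 5 (0.45) reference genes and ranged from -0.084 (without AKT Cre/NRAS SCR replicate 1) to 0.045 (without AKT/NRAS SCR replicate 3), turning also without AKT/NRAS siRNA replicate 2 (0.0079) or AKT Cre/NRAS SCR replicate 3 (0.019).

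The scalings other than quantile normalization shift all genes of a sample by 1 amount, apart from the floor, and quantile normalization changes values by rank. Beyond that and the reasons given, the cause was not tested. The floor limits what can be seen: 219 of 770 genes stood at it in every sample, and a fold against it is a lower bound for that scaling. The count model and the removal of a probe position or length trend, alone or with the block, were not run.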

Differences from the paper's values

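The paper's errors are standard errors, and its values come from its supplementary table. In AKT Cre/NRAS after *Dusp4* siRNA, 21 of 28 compared log2 fold changes differed by more than the larger error, none in sign. The paper's values and those found here were 0.624 and 0.86 for *Fn1*, 0.604 and 0.82 for *Igf1r*, 0.609 and 0.82 for *Tsc2*, 0.323 and 0.56 for *Ccnd2*, 0.343 and 0.57 for *Cdk6*, 0.318 and 0.55 for *Map3k1*, 0.251 and 0.48 for *Map3k5*, 0.237 and 0.47 for *Mapk9* and 0.296 and 0.52 for *Akt1*. For genes that were lower, the paper's values and those found here were -1.53 and -1.02 for *Ccne2*, -1.23 and -0.76 for *Csf2*, -1.12 and -0.64 for *Cd40*, -0.882 and -0.57 for *Bnip3*, -0.915 and -0.55 for *Ube2t*, -0.801 and -0.54 for *Hist1h3b*, -0.849 and -0.54 for *Skp1a* and -0.867 and -0.54 for *Them4*. They were -0.692 (the paper's) and -0.45 for *Dusp4*, -0.53 (the paper's) and -0.26 for *Casp12*, -0.527 (the paper's) and -0.26 for *Endog* and -0.434 (the paper's) and -0.18 for *Map2k6*. Of the alternatives set before the data were examined, re-centring closed all 21 gaps and quantile normalization 19, all but *Bnip3* and *Hist1h3b*. No filter, limma without the trend, an ordinary linear model, a single fit, the replicate block and a pseudocount of 8 left all 21, and a filter at 100 left the 18 it tests.

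Between the lines under SCR, 13 of 23 compared values differed, none in sign. The paper's values and those found here were 6.01 and 5.39 for *Gas1*, 4.65 and 4.01 for *Etv4*, 3.5 and 3.78 for *Hmga2*, 3.52 and 3.21 for *Fst* and 0.933 and 1.27 for *Casp12*. For *Gas1* and *Etv4* the values found here are lower bounds under the main scaling, since AKT/NRAS samples stood at the floor, and they are no evidence of a difference, while for *Fst* those samples lay just above it. Among lower genes they were -6.05 (the paper's) and -5.68 for *Akt1*, -4.04 (the paper's) and -3.56 for *Flnc*, -3.8 (the paper's) and -3.40 for *Jun*, -3.71 (the paper's) and -3.15 for *Bmp2* and -3.48 (the paper's) and -3.05 for *Angpt1*. They were also -3.55 (the paper's) and -3.04 for *Mycn*, -2.47 (the paper's) and -2.13 for *Ccnd2* and -2.36 (the paper's) and -2.04 for *Prkca*. Re-centring closed the gap for *Gas1*, *Etv4* and *Fst*, quantile normalization for these and *Akt1*, and the lines compared over SCR and siRNA samples for *Gas1* and *Fst*, each leaving the others. No filter, no trend, an ordinary linear model, a single fit, the replicate block and a pseudocount of 8 left all 13, and a filter at 100 left the 12 it tests.

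In AKT Cre/NRAS after siRNA the paper lists 178 genes at an unadjusted p under 0.05, against 273 here. No filter (249), a filter at 100 (234), re-centring (222), quantile normalization (213) and an ordinary linear model (211) came within 1.5 times of the paper's count, and no trend (276), a single fit (317), the replicate block (292) and a pseudocount of 8 (273) did not. At a Benjamini-Yekutieli adjusted p under 0.05 the paper lists 0 genes there, against 70 here, and 128 between the lines, against 340 here. The counts found here use the moderated variance of limma. With an ordinary linear model per gene and Benjamini-Hochberg adjustment, 0 genes passed after siRNA and 370 between the lines.

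Over the genes of the paper's tables, the median of the value found here minus the paper's was 0.23 after siRNA and 0.38 between the lines, with the same sign in 172 of 178 and 128 of 128. After siRNA it was 0.017 after re-centring and -0.017 with quantile normalization, whereas between the lines these 2 scalings moved it away, to 0.64 and 0.62. After siRNA it was 0.020 with reference genes chosen within the comparison, a setting chosen after seeing the values. Under it 97 of the paper's 178 genes passed an adjusted p and 167 an unadjusted one, so that 11 are dropped. The same setting gave a median of -0.14 between the lines. Between the lines it was 0.10 with the 10 and -0.042 with the 5 reference genes ranked first, settings chosen after seeing the values, under which 126 of the paper's 128 genes passed in each, so that 2 are dropped, but after siRNA these gave 0.42 and 0.69. No scaling run brought both medians to within 0.1 of 0.

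The paper describes *Cdkn2a* as raised in AKT Cre/NRAS. Here it stood at the floor in all 6 AKT Cre/NRAS samples and at 1815 normalized counts in AKT/NRAS under SCR, and the paper's own table gives it a negative sign. The paper reports *Casp12*, *Endog* and *Map2k6* as lower after siRNA, from a list at an unadjusted p under 0.05. At that threshold *Casp12* (0.0430 from limma) and *Endog* (0.0362) were also lower here and *Map2k6* (0.0640) was not past it. The adjusted p of *Map2k6* was 0.113 from limma, and it was under 0.05 after re-centring (-0.39), with quantile normalization and without SCR replicate 1. With the 5 reference genes ranked first, a setting chosen after seeing the values, *Map2k6* was higher (0.28) and not past the threshold.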

Other observations

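The tests of *Cdkn2b* and of exchanged labels were chosen only after the level of *Cdkn2a* had been seen, whereas the comparisons and the lists were planned.

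In AKT/NRAS cells after *Dusp4* siRNA, a part of the DNA replication genes was higher and most ERK-induced transcription factors were lower, but neither group passed with an estimated correlation. Of 25 genes of DNA replication and mitosis, 8 rose, among them *Mcm7* (0.27), *Mcm4* (0.27) and *Rpa3* (0.11), and none fell (9 up when adjusted over the list alone, and 22 with the deposited values). Relative to the other genes the group was higher under all 8 scalings (camera, adjusted p = 7.27e-06; adjusted p = 0.0847 with an estimated correlation). Of 7 transcription factors induced by ERK, 5 fell (*Fos*, *Fosl1* -0.41, *Jun* -0.35, *Klf4* -0.31 and *Ets2* -0.26) and none rose (6 down when adjusted over the list alone). They were lower relative to the other genes under all 8 scalings (camera, adjusted p = 0.00191; adjusted p = 0.496 with an estimated correlation), although with the deposited values their median was 0.02 and none fell. Among DNA repair genes and RNA polymerase II subunits, *Rbx1* alone of 33 rose (0.25; 28 rose with the deposited values), and the group was higher relative to the others in 7 of 8 scalings past the threshold (camera, adjusted p = 0.0204; adjusted p = 0.496 with an estimated correlation). Of 8 DUSP phosphatases and Sprouty inhibitors, 3 fell, *Dusp4*, *Dusp5* and *Dusp10* (-0.41), and none rose (camera, adjusted p = 0.0763, past the threshold in 5 of 8 scalings, and 0.738 with an estimated correlation). This list holds the silenced *Dusp4* (-1.73) itself, so part of its shift follows from the treatment, and its median was -0.10. Of 8 stress response genes, 4 fell (*Ddit3* -0.48, *Bnip3* -0.34, *Vegfa* -0.22 and *Gadd45a* -0.22) and none rose (camera, adjusted p = 0.0660, past the threshold in 5 of 8 scalings; adjusted p = 0.738 with an estimated correlation). With the deposited values 2 stress genes rose and none fell.

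The response of some groups, relative to the other genes, differed between the lines when the difference itself was tested. The AKT Cre/NRAS SCR libraries that enter this test differ among themselves, with a log2 *Rpl19* to *Polr2a* ratio of 5.48 to 6.88. That axis cannot be told apart from the siRNA response in AKT Cre/NRAS, so the source of these differences is not settled. The response of DNA replication and mitosis genes was lower in AKT Cre/NRAS than in AKT/NRAS relative to the other genes under all 8 scalings (camera on the interaction, 26 genes, adjusted p = 1.20e-07; adjusted p = 0.00318 with an estimated correlation, and 0.153 after re-centring, 0.853 with the deposited values and 0.330 with the 5 reference genes ranked first). That of transcription factors induced by ERK was higher in AKT Cre/NRAS, with 6 of 7 genes past the threshold, *Fosl1* at 0.94 and *Klf4* at 0.77 among them (adjusted p = 0.0204; adjusted p = 0.573 with an estimated correlation). PI3K, AKT and mTOR genes (13 of 19 higher; adjusted p = 0.0204, and 0.573 with an estimated correlation) and chromatin regulators (22 of 34 higher; adjusted p = 0.0160, and 0.573 with an estimated correlation) were also higher. These member counts moved with the scaling. The number higher ranged from 0 to 7 for ERK-induced factors, 1 to 17 for PI3K genes and 0 to 27 for chromatin regulators. Pro-apoptotic genes (adjusted p = 0.0172, and 0.308 with an estimated correlation), stress response genes (adjusted p = 0.0172, and 0.505 with an estimated correlation) and DNA repair genes and RNA polymerase II subunits (adjusted p = 0.000716, and 0.0298 with an estimated correlation) were lower relative to the other genes. The directions of these differences held under all scalings, although the tests of ERK-induced factors, PI3K genes, pro-apoptotic genes and stress genes did not pass with the 5 or 10 reference genes ranked first, nor that of PI3K genes after re-centring, of stress genes with quantile normalization or of chromatin regulators with the 5. With an estimated correlation, the test of DNA repair genes passed under the main scaling alone. Interaction tests of the other lists did not pass, with adjusted p values from 0.124 to 0.838.

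The other lists did not pass in AKT/NRAS after *Dusp4* siRNA, with camera adjusted p values of 0.555 for G1 and S phase cyclins (2 up, 1 down of 13), 0.814 for CDK inhibitors (2 up, 2 down of 10), 0.207 for pro-apoptotic genes (0 of 11) and 0.504 for the MAPK cascade (0 up, 3 down of 26). They were 0.205 for PI3K, AKT and mTOR signalling (0 up, 4 down of 18), 0.814 for Notch signalling (1 up, 2 down of 12), 0.378 for TGF-beta and BMP signalling (1 up, 5 down of 19) and 0.654 for Wnt signalling (0 up, 1 down of 14). They were 0.814 for chromatin regulators (1 up, 5 down of 34), 0.776 for extracellular matrix and integrins (1 up, 1 down of 17), 0.814 for NF-kappaB genes (0 up, 2 down of 22), 0.332 for hepatocyte and progenitor markers (2 up, 0 down of 11) and 0.555 for markers of leukocytes, endothelium and fibroblasts (0 up, 1 down of 6). The counts depend on the scaling: with the deposited values no member of these lists fell, and 9 pro-apoptotic, 13 MAPK, 16 NF-kappaB and 21 chromatin genes rose, for example. Of the anti-apoptotic genes, *Birc3* (0.12), *Bcl2l1* (0.10) and *Bcl2* (0.02) did not pass. Of the genes the paper names, *Ccnd2* rose (0.17), *Map3k1* (-0.37), *Prkca* (-0.25) and *Akt1* (-0.11) fell, and *Dusp6* (-0.08), *Cdk6* (-0.03), *Casp12* (0.06), *Endog* (-0.18), *Map3k5* (0.01), *Mapk9* (-0.04), *Map2k6* (-0.14) and *Cdkn2a* (-0.01) did not pass.

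Between the lines under SCR, hepatocyte and progenitor markers were split, with *Ghr*, *Spp1* (3.20), *Lifr* (3.08) and *Egfr* (2.39) among 7 higher in AKT Cre/NRAS and *Cdh1* (-1.80) and *Cebpa* (-0.82) among 3 lower (camera, adjusted p = 0.140; adjusted p = 0.855 with an estimated correlation). The member counts below moved with the scaling, for chromatin regulators from 2 to 7 higher and from 8 to 26 lower. Of 34 chromatin regulators 4 were higher and 24 lower (adjusted p = 0.104), of 12 Notch genes 3 and 8 (0.447), and of 21 TGF-beta and BMP genes 5 and 13 (0.479). Of 17 Wnt genes 4 were higher and 6 lower (adjusted p = 0.806), of 34 DNA repair genes and RNA polymerase II subunits 9 and 16 (0.806), of 19 extracellular matrix genes and integrins 6 and 7 (0.490), and of 8 stress genes 3 and 3 (0.806). Of 25 NF-kappaB genes 8 were higher and 10 lower (adjusted p = 0.806), of 13 G1 and S phase genes 5 and 4 (0.490), of 11 pro-apoptotic genes 6 and 3 (0.146), and of 6 markers of leukocytes, endothelium and fibroblasts 3 and 1 (0.479). *Bcl2l1* (1.12) and *Birc3* (0.26) were higher and *Bcl2* lower (-1.40 or further, with 2 AKT Cre/NRAS samples at the floor). The 10 splits of 3 and 3 samples are too few to judge chance in this comparison (396 genes against at most 0, and 2 lists against at most 4).

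*Cdkn2a* was at the floor in all 6 AKT Cre/NRAS libraries. Loss of a stretch of the genome that holds both *Cdkn2a* and *Cdkn2b*, its neighbour, is argued against, because *Cdkn2b* was above the floor in 6 of 6 of these libraries. An exchange of the labels of the lines is argued against by *Akt1*, at -5.68 in AKT Cre/NRAS against AKT/NRAS. A loss confined to *Cdkn2a*, its silencing, or the outgrowth of a subclone during the derivation of the line may each give this level, and none was tested.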
